# A potential role for somatostatin signaling in regulating retinal neurogenesis

**DOI:** 10.1038/s41598-021-90554-3

**Published:** 2021-05-26

**Authors:** Kurt Weir, Dong Won Kim, Seth Blackshaw

**Keywords:** Developmental biology, Neuroscience

## Abstract

Neuropeptides have been reported to regulate progenitor proliferation and neurogenesis in the central nervous system. However, these studies have typically been conducted using pharmacological agents in ex vivo preparations, and in vivo evidence for their developmental function is generally lacking. Recent scRNA-Seq studies have identified multiple neuropeptides and their receptors as being selectively expressed in neurogenic progenitors of the embryonic mouse and human retina. This includes Sstr2, whose ligand somatostatin is transiently expressed by immature retinal ganglion cells. By analyzing retinal explants treated with selective ligands that target these receptors, we found that Sstr2-dependent somatostatin signaling induces a modest, dose-dependent inhibition of photoreceptor generation, while correspondingly increasing the relative fraction of primary progenitor cells. These effects were confirmed by scRNA-Seq analysis of retinal explants but abolished in *Sstr2*-deficient retinas. Although no changes in the relative fraction of primary progenitors or photoreceptor precursors were observed in *Sstr2*-deficient retinas in vivo, scRNA-Seq analysis demonstrated accelerated differentiation of neurogenic progenitors. We conclude that, while Sstr2 signaling may act to negatively regulate retinal neurogenesis in combination with other retinal ganglion cell-derived secreted factors such as Shh, it is dispensable for normal retinal development.

## Introduction

Neurotransmitters play important roles in regulating neurogenesis and development. Although neurotransmitters are generally considered in terms of neuronal signaling, neurotransmitter expression precedes the nervous system on both evolutionary and developmental time scales^1^. In fact, neurotransmitter genes are found in species without a central nervous system like sponges and the social amoeba *Dictysotelium*^2^. The receptors for several neurotransmitters such as GABA, glutamate, and serotonin are expressed on progenitor cells of the central nervous system prior to the formation of functional synapses^3–5^. The neurotransmitters themselves likely act as extrinsic signaling factors to guide neural development^1,3–5^.

It may be that developmental signaling represents the ancestral role for neurotransmitters before their use in signaling by mature neurons^2^. Neurotransmitters and neurotransmitter receptors are expressed in neural progenitors and/or immature neurons in many different regions of the vertebrate CNS^6–8^. Over the past three decades, there have also been a large number of studies in which pharmacological manipulation of a number of neurotransmitter systems have been reported to modulate multiple different aspects of neuronal development in different brain regions, including progenitor proliferation, neurogenesis, axonal guidance, synaptogenesis and neuronal survival^3,9,10^. The hippocampus is the brain region with the greatest number of reported neurotransmitter developmental signals: ATP, serotonin, VGF, vasoactive intestinal peptide (VIP), histamine, glycine, acetylcholine, dopamine, cholecystokinin, oxytocin, corticotropin-releasing hormone (CRH), ghrelin, nitric oxide (NO), GABA, and glutamate have all been found to play different roles in developmental and/or adult rodent hippocampal neurogenesis^3,6,11–22^. Other regions have fewer reported neurotransmitter developmental signals, like GABA, glutamate, histamine, VIP, and taurine^3,9,13,15^ in neocortical development, and pituitary adenylate cyclase-activating peptide (PACAP) in cerebellar development. Serotonin regulates the development of multiple brain regions. However, the specificity of these ligands–particularly at the high concentrations often used in these studies–is unclear. Although mutants for many genes directly related to neurotransmission are available, developmental phenotypes are seldom characterized. The precise role of neurotransmitters in regulating brain development thus remains largely unclear.

The retina is an accessible and relatively less complex CNS region that serves as a useful model for understanding molecular mechanisms controlling the development of more complex brain regions^23^. Extrinsic signaling also plays a critical role in regulating retinal development. In addition to classical growth and differentiation factors that are present in the developing retina–such as bFGF and TGF alpha^24^, GDF11^25^, VEGF^26^ and SHH^27^–a number of neurotransmitters are expressed by retinal progenitors and/or immature retinal neurons^28^. Pharmacological manipulation of serotonin, glutamate, or GABA signaling impacts retinal development in *Xenopus laevis*^1^, and endogenous opiate-like peptides have been reported to regulate neurogenesis in rodent retina^27,29^. However, genetic data to support these findings is lacking. Moreover, until recently, comprehensive and quantitative analysis of the cellular expression patterns of neurotransmitter biosynthetic enzymes and receptors during retinal development has not been available. This has changed with the generation of several large-scale single-cell RNA-sequencing (scRNA-Seq) datasets from developing mouse and human retina^30,31^.

This work has identified four different neuropeptides and/or their receptors as being strongly and selectively expressed during early stages of retinal development—somatostatin, neuropeptide Y, galanin, and proenkephalin. Each of these neuropeptides has been reported to regulate brain development. Somatostatin acts as a generalized growth factor inhibitor, and somatostatin expression in the hypothalamus decreases with age along with hypothalamic neurogenesis^13,32^. Neuropeptide Y promotes proliferation in the subventricular zone and hippocampal precursor cells^6,13,15,33^. It also promotes proliferation of dissociated rat retinal progenitor cells, apparently through NO^34^. Galanin, acting through its receptor GalR3, promotes neurogenesis in the adult hippocampus^6,13,17,35^. Finally, proenkephalin impacts cerebellar development and adult hippocampal neurogenesis^36,37^.

To define any of these neuropeptides as an endogenous regulator of retinal development, we need to identify (1) a source of the ligand, (2) impacts on neurogenesis from activation and knockout of the appropriate receptors, and (3) an in vivo phenotype ^38^. To accomplish this, we use publicly-available single-cell RNA-seq data of mouse and human retinal development^30,31^, a pharmacologic screen on murine embryonic retinal explants, and single-cell sequencing of retinal explants and mutant retinas. We find that though they play roles in development elsewhere in the CNS or in other in vitro situations, neuropeptide Y, galanin, and proenkephalin do not impact neurogenesis in embryonic retinal explants. Activation of the somatostatin receptor *Sstr2* reduces the production of photoreceptors in this model. However, somatostatin likely plays a redundant role in retinal development as its knockout does not produce the same effect in vivo.

## Results

### ScRNA-seq identifies neuropeptides dynamically expressed during retinal neurogenesis

A previously published single-cell RNA sequencing (scRNA-seq) study profiled mouse retinal development across ten-time points. We reasoned that this gene expression dataset could be used to identify candidate neurotransmitters impacting mouse retinal development. We downloaded the dataset and used the stored cell type and age data to investigate the expression of neuropeptides in mouse development.

Cellular expression patterns of neuropeptides are readily identified using scRNA-seq. The neuropeptides somatostatin (Sst), galanin (Gal), neuropeptide Y (Npy), and proenkephalin (Penk) were selected for further study as they showed the greatest correlation of expression with a single cell type (Fig. 1A). *Sst* and *Gal* are expressed by mouse retinal ganglion cells most strongly between E14 and P0 (Fig. 1A,C, S1A), and by human retinal ganglion cells between gestational day 42 and gestational week 13 (Fig. S1D,F). Gal is also strongly expressed in early-stage neurogenic progenitors^39^. *Npy* is expressed primarily by late-stage primary retinal progenitor cells between E18 and P2, and *Penk* is expressed by neurogenic progenitor cells mostly between E14 and P2 (Fig. 1A, S1B,C). The expression of neuropeptides by specific cell types over delimited windows during retinal development suggests that they may be acting as signaling molecules impacting retinogenesis.

**Figure 1:**
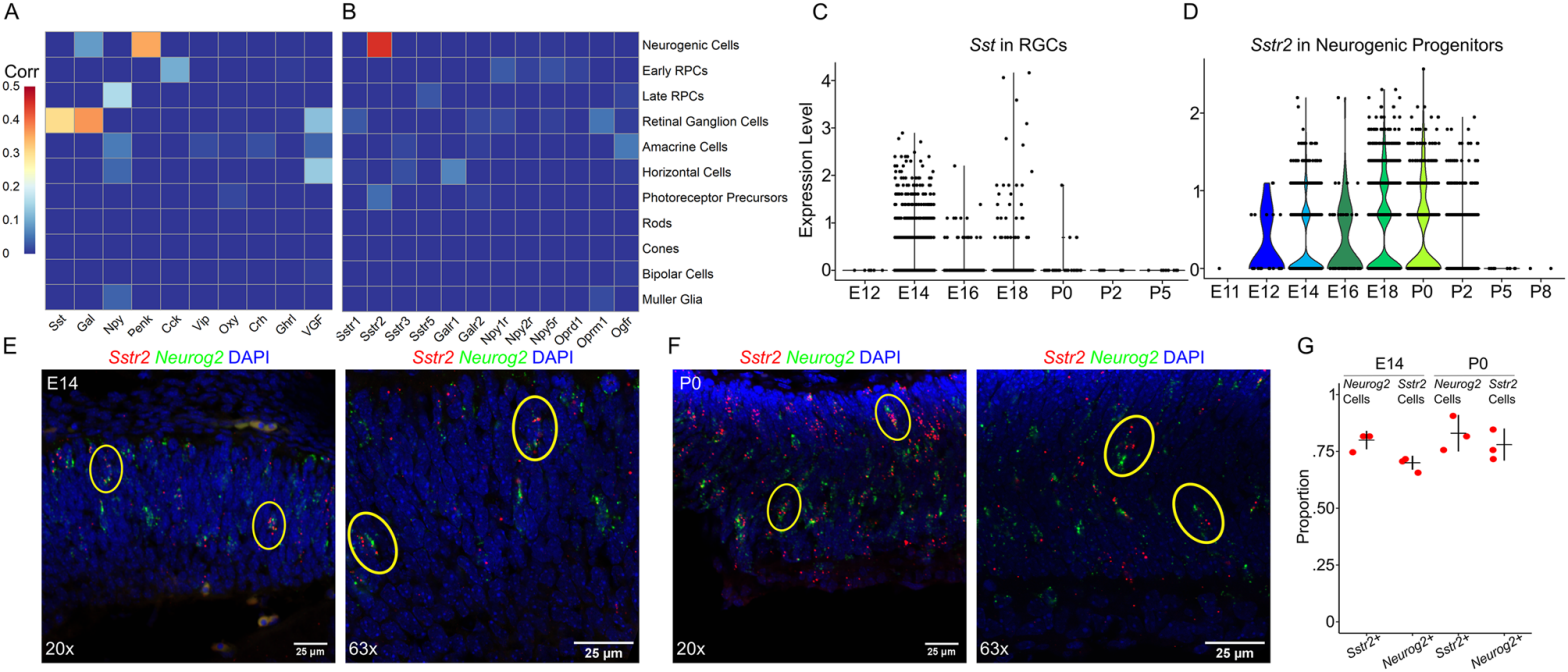
Cell-specific expression of neuropeptides and neuropeptide receptors in developing mouse retina. (**A**) Heatmap of the correlation of expression of a neuropeptide with a given cell type across the full course of mouse retinal neurogenesis (E11-P14)^31^. (**B**) Correlation of expression of a neuropeptide receptor with a given cell type across the full course of mouse retinal neurogenesis. *Sstr4*, *Galr3*, and *Npy4r* were not expressed at detectable levels in the dataset. (**C**) Violin plot of *Sst* expression in retinal ganglion cells across mouse development. Each point represents a single cell. Expression determined by the SCT method in Seurat. (**D**) Violin plot of *Sstr2* expression in neurogenic progenitor cells across mouse development. (**E**) E14 and (**F**) P0 mouse retina hybridized with RNAscope smFISH probes for *Sstr2* (red) and *Neurog2* (green) and counterstained with DAPI (blue). Example cells expressing both *Sstr2* and *Neurog2* circled in yellow. 20 × Resolution on the left and 63 × resolution on the right. Scale bars represent 25 μm. (**G**) Dot plot quantifying overlap of cellular expression for *Sstr2* and *Neurog2* at E14 and P0. Black crosses represent average and standard deviation. N = 3 retinas for each age. Correlation calculated using base R function ‘cor()’.

In sharp contrast, with one exception, the receptors for Sst, Gal, Npy, and Penk were either not detected or only barely detectable in both developing mouse and human retina. The one notable exception was somatostatin receptor 2 (*Sstr2*) which is strongly and selectively expressed by neurogenic RPCs from E12 to P2 in mice (Fig. 1B,D). This matches the period when *Sst* is prominently expressed in immature RGCs. *SSTR2* is also expressed by neurogenic RPCs, and undifferentiated cones, bipolar cells, and RGCs, in the human retina, while *SST* is also expressed in immature RGCs (Figure S1D-G). To confirm the expression of *Sstr2* in the neurogenic progenitors of developing mouse retina, we used RNAscope single molecule fluorescent in situ hybridization to probe for *Sstr2* and *Neurog2* mRNA expression in E14 and P0 retinas (Fig. 1E,F). We found a high level of overlap in expression with a mean of 70% (+/− 3%) of *Sstr2* + cells expressing *Neurog2* and 80% (+/− 4%) of *Neurog2* + cells expressing *Sstr2* at E14, while at P0, 78% (+/− 7%) of *Sstr2* + cells expressed *Neurog2* and 83% (+/− 8%) of *Neurog2* + cells expressed *Sstr2* (Fig. 1G). This led us to hypothesize that Sst could be acting as a signal released by retinal ganglion cells to influence neurogenic progenitors through Sstr2.

### Sstr2 signaling inhibits expression of photoreceptor marker genes in retinal explants

We decided to use a pharmacologic screen, treating mouse embryonic retinal explants with small molecule agonists and antagonists to the receptors of the four neuropeptides of interest, as a cost-effective test for an effect on retinal development. Because *Sstr2* was highly and selectively expressed in neurogenic RPCs, while other Sst receptors were not expressed or barely detectable, we used an Sstr2-specific agonist and antagonist. For the other candidates, we ordered the neuropeptides themselves and antagonists general to all of their receptors; except Npy, for which no general antagonist was available. The explants were cultured for a period roughly equivalent to the expression of the relevant neuropeptide in vivo with either agonist, antagonist, or solvent control. We used qRT-PCR to measure the relative levels of multiple cell type marker genes between treated retinas and control as a readout of the effects of the treatments on the expression of cell type-specific markers.

Treatment with Npy, galanin, and the galanin receptor antagonist M40 did not produce significant changes in expression for the tested marker genes (Fig. 2A,B). Treatment with Met5-enkephalin, a bioactive processed product of Penk, decreased expression of the neurogenic progenitor markers *Atoh7*, *Neurog2*, and *Sstr2* while the broad-spectrum opiate receptor antagonist naltrexone increased expression for *Atoh7* and *Sstr2* as measured by ANOVA (*P*-value < 0.0045, Fig. 2C). These results suggest that Penk signaling may reduce the proportion of neurogenic progenitor cells in retinal explants. Meanwhile, treatment with the Sstr2-specific agonist (1R,1'S,3'R/1R,1'R,3'S)-L-054,264 consistently nominally significantly decreased expression of the photoreceptor markers *Crx* and *Otx2* (*P*-value < 0.05, Fig. 2D, S2B). Treatment with the Sstr2-specific antagonist CYN 154,806 did not impact marker gene expression, possibly because retinal explants lack RGCs, the endogenous source of Sst (Fig. S2A). This similarly suggests that Sst signaling through Sstr2 negatively regulates photoreceptor differentiation.

**Figure 2:**
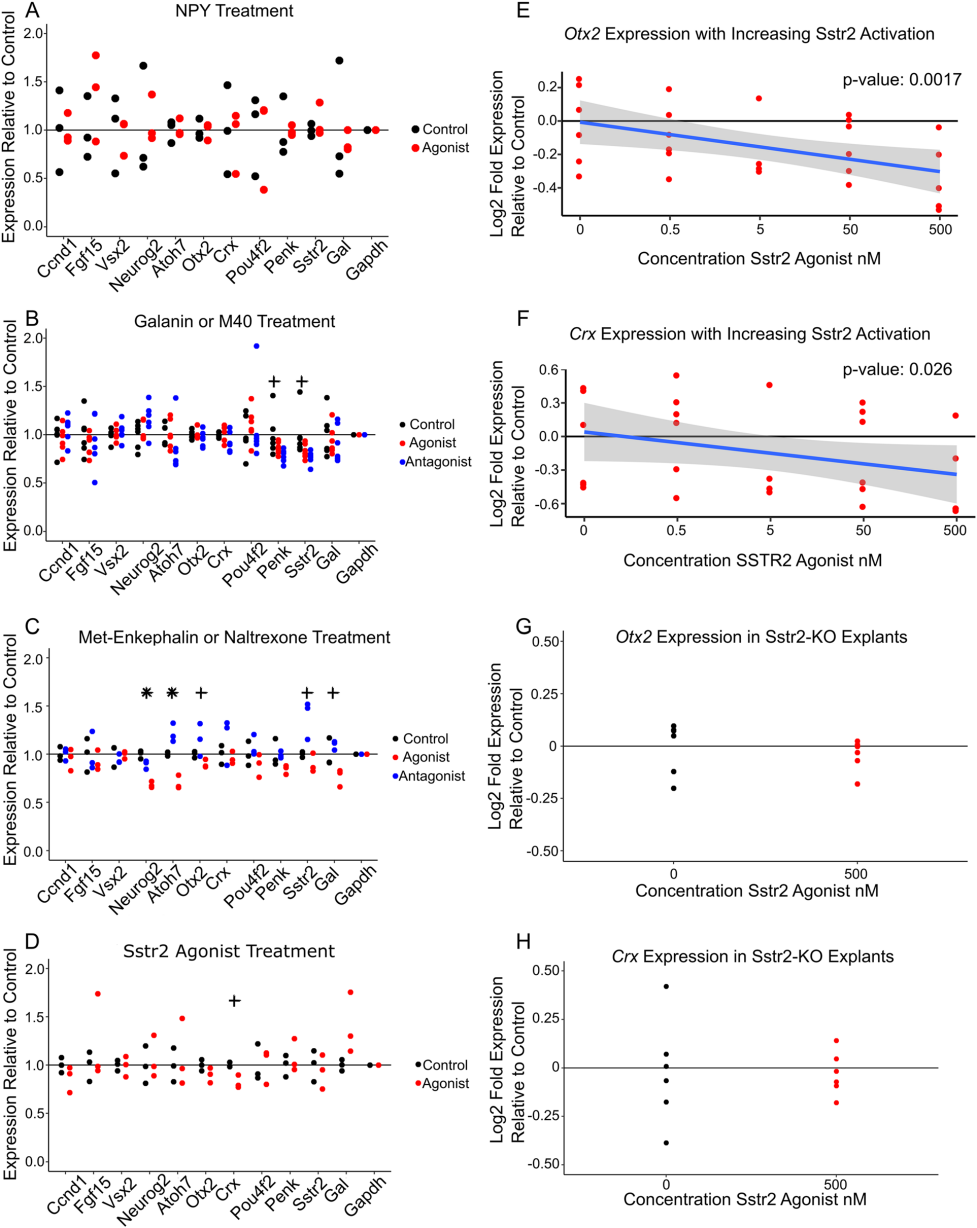
Analysis of cell type-specific markers by qRT-PCR in embryonic mouse retinal explants treated with neuropeptide agonists and antagonists. Cell type marker genes tested include *Ccnd1* (all progenitors); *Fgf15* and *Vsx2* (primary progenitors); *Neurog2* and *Atoh7* (neurogenic progenitors); *Otx2* and *Crx* (photoreceptor precursors); *Pou4f2* (retinal ganglion cells); *Penk*, *Sstr2*, and *Gal* (neuropeptides in the study, with each of these also being selective markers of neurogenic progenitors); and *Gapdh* (internal control). Each point represents a sample (average of 3 technical replicates). Each sample was tested for each gene. (**A**) Marker gene expression relative to average control with Npy treatment. Concentration = 1 μM. n = 3 each condition. Explants treated E18-P2. (**B**) Marker gene expression relative to average control with Galanin or M40 treatment. Concentration = 1 μM. n = 6 each condition. Explants treated E14-P0. (**C**) Marker gene expression relative to average control with Met-Enkephalin or Naltrexone treatment. Concentration = 500 nM. n = 3 each condition. Explants treated E14-P0. (**D**) Marker gene expression relative to average control with treatment with SSTR2 agonist (1R,1'S,3'R/1R,1'R,3'S)-L-054,264. Concentration: 500 nM. n = 3 each condition. Explants treated E14-P0. (**E**) *Otx2* expression relative to average control of explants treated with increasing levels of Sstr2 agonist. The trend line represents a linear model, with gray area denoting the 95% confidence interval. n = 6 each condition (except for the 5 nM treatment, where n = 4). Explants treated between E14-P0. (**F**) *Crx* expression relative to average control of explants treated with increasing concentrations of Sstr2 agonist. Trend line represents a linear model with the gray area denoting 95% confidence interval. n = 6 each condition (except for 5 nM treatment, where n = 4). Explants treated from E14-P0. (**G)** *Otx2* expression relative to average control of *Sstr2*^−/−^ explants treated with 500 nM Sstr2 agonist. n = 6 each condition. (**H**) *Crx* expression relative to controls in *Sstr2*^−/−^ explants treated with 500 nM Sstr2 agonists. n = 6 each condition. Explants treated E14-P0. (**A**–**D**) *P*-value calculated using ANOVA. + indicates a nominally significant *P*-value below 0.05. *Indicates a *P*-value significant at a Bonferroni correction below 0.0045. (**E**, **F**) *P*-value calculated with linear model of expression ~ condition + RNA extraction batch. (**G**, **H**) *P*-value calculated using student’s t-test.

We next conducted further studies of the potential role of Penk and Sst/Sstr2 in regulating retinal development. To increase our ability to detect an impact on retinal development, the initial assay had been performed using concentrations orders of magnitude in excess of the ligand’s reported EC50 or IC50 values. It is therefore possible that the observed effects were due to nonspecific or off-target effects of these ligands, rather than selective modulation of neuropeptide receptors. In order to test this, we cultured explants in a range of treatment concentrations below that tested previously. We then tested for expression of *Atoh7*, *Neurog2*, and *Sstr2* following Met5-enkephalin and naltrexone treatment, and for *Crx* and *Otx2* following treatment with the Sstr2 agonist. Treating with reduced concentrations of Met5-enkephalin and naltrexone failed to reproduce the effect seen at saturating concentrations (Fig. S2C-H). However, treatment with lower concentrations of the Sstr2 agonist reduced photoreceptor marker gene expression in a dose-dependent manner, suggesting that it was indeed acting through a specific receptor (*P* < 0.05, Fig. 2E,F). Moreover, treatment with 500 nM Sstr2 agonist had no significant effect (*P* > 0.1) on *Crx* and *Otx2* expression in explants obtained from *Sstr2*^*−/−*^ mice, as measured by t-test (Fig. 2G,H), demonstrating that these effects are selectively mediated by activation of Sstr2 signaling.

### Sstr2 signaling inhibits photoreceptor specification in embryonic retinal explants in a dose-dependent manner

It is unclear whether Sstr2 signaling actually inhibits photoreceptor generation or reduces expression levels of *Otx2* and *Crx*. While qPCR cannot distinguish between these possibilities, scRNA-seq can readily do so. We applied MULTI-seq^40^ to retinal explants grown in a range of Sstr2 agonist concentrations. 

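The explant library pooled 8 samples of retinal explants, 2 at each of 0, 5, 50 and 500 nM Sstr2 agonist, and a barcode attached to the cell membranes gave the sample of each cell. A sample is called an explant here, though the paper's text does not state how many retinas it held, and 5 of the 8 held cells of both sexes. The authors counted transcripts by unique molecular identifiers (UMIs) with the CellRanger pipeline, assigned cells to explants with deMULTIplex and deposited raw UMI counts of 18823 genes in 5607 cells, the natural log of counts corrected by SCTransform, and a cell type for each cell. The paper's text does not name the genome build or the filters on cells. The deposited explant cells held between 1001 and 2499 genes each. The 2 explants at 0 nM held 4237324 and 1922800 UMIs, those at 5 nM 1281682 and 4016082, those at 50 nM 1659562 and 3224801, and those at 500 nM 2799851 and 3496470. The median cell of an explant held 3925 to 4317 UMIs, and the explants contributed 318 to 1075 cells. Cells of one explant are not replicates of a treatment. Cell type proportions were therefore computed per explant, and raw UMI counts were summed per explant and cell type. Genes were tested on these sums by edgeR's quasi-likelihood test with TMM normalization, 500 nM against 0 nM, with all 8 explants sharing the estimate of dispersion and genes of low count left out by edgeR's filter. Scrublet, which scores cells by their likeness to simulated doublets, marked 155 cells, or 2.76%, and these were kept except in an alternative setting.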

MULTI-seq allows us to generate a single expression library with cells labeled for each treatment condition (Fig. 3A). After clustering and cluster marker identification, we identified the cell type corresponding to each cluster (Fig. 3B, S3A). 

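In the deposited annotation, 1691 explant cells were primary progenitors, 1662 photoreceptors, 1372 amacrine cells, 682 neurogenic progenitors and 200 RGCs. Photoreceptors held fewer transcripts than most other types, with a median of 2642.5 UMIs per cell against 4548 in primary progenitors, 4526.5 in neurogenic progenitors and 4742.5 in amacrine cells. Summed over the 8 explants, neurogenic progenitors held 3087120 UMIs and photoreceptors 4961550.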

With the sample and cell type identity known for each cell, we quantified and compared the proportions of cell types across the different treatment conditions (Fig. 3C). Increasing the concentration of Sstr2 agonists decreased the proportion of photoreceptors and increased the proportion of primary progenitors as a fraction of cells in the explants. 

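Photoreceptors made up 35.9% ± 2.25 (SD, n = 2 explants) of cells at 0 nM, 28.6% ± 6.69 at 5 nM, 31.1% ± 0.946 at 50 nM and 25.3% ± 10.1 at 500 nM, each with n = 2. The 2 explants at 500 nM held 32.4% and 18.1% photoreceptors, an SD 6.53 times that expected from counting cells alone. Primary progenitors made up 21.8% ± 5.11 at 0 nM, 31.7% ± 7.94 at 5 nM, 30.1% ± 0.747 at 50 nM and 35.7% ± 8.34 at 500 nM. Correlations with log10 of the dose in nM plus 1 were tested over the 8 explants against all 2520 arrangements of the doses, two-sided, in a family of 5 cell types. For photoreceptors, Pearson's r was -0.56 (exact permutation p = 0.156, adjusted p = 0.390 by Benjamini-Hochberg) and Spearman's rho was -0.68 (exact permutation p = 0.0825, adjusted p = 0.206). For primary progenitors, r was 0.65 (exact permutation p = 0.0782, adjusted p = 0.390) and rho was 0.73 (exact permutation p = 0.0548, adjusted p = 0.206). Without the 2 explants at 500 nM, which lie farthest from the median dose on the log scale, r was -0.44 (exact permutation p = 0.411) for photoreceptors and 0.56 (exact permutation p = 0.222) for primary progenitors, and rho was -0.72 (exact permutation p = 0.178) and 0.72 (exact permutation p = 0.178). Neither relation passed 0.05 over all explants, and single explants moved both. Leaving out either explant at 0 nM weakened rho to -0.53 for photoreceptors and to 0.61 for primary progenitors. Leaving out the explant at 5 nM with 23.9% photoreceptors brought rho to -0.83 for photoreceptors (exact permutation p = 0.0317) and to 0.90 for primary progenitors (exact permutation p = 0.0127). From the fall of photoreceptors and the rise of primary progenitors with dose, read together with qPCR and immunostaining, the paper concludes that Sstr2 signaling modestly inhibits photoreceptor specification in explants and increases the fraction of primary RPCs.

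**Figure D1:**
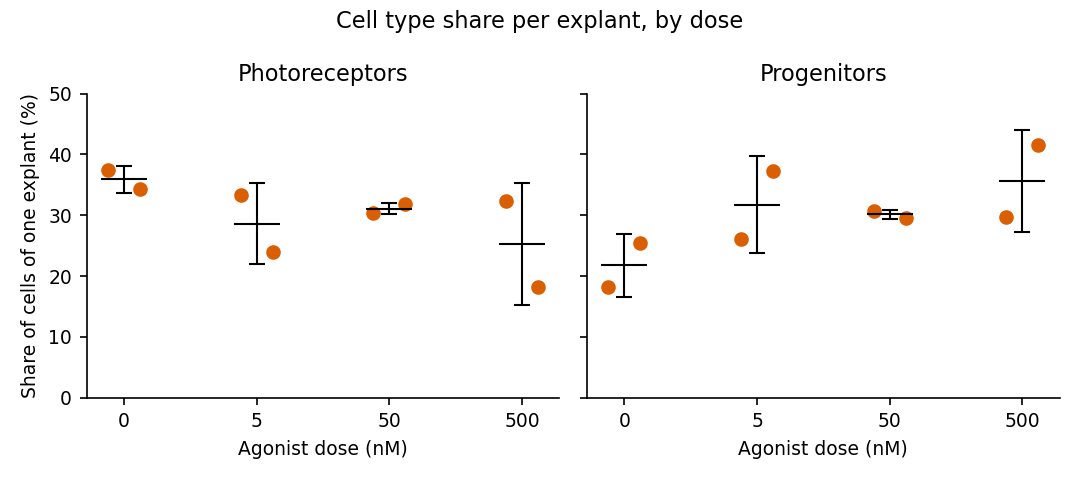
Share of cells (percent) that were photoreceptors or primary progenitors in each explant against the dose of the Sstr2 agonist (nM). Points are single explants and bars are the mean ± SD of the 2 explants at a dose; the explants at 500 nM lie at 32.4% and 18.1% photoreceptors, to either side of the 31.1% mean at 50 nM.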

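Counted over single cells, the 4 doses differed in cell type composition by a chi-squared statistic of 241.9 on 12 degrees of freedom, or 20.2 per degree of freedom. The 2 explants of one dose differed as well, by 6.86 per degree of freedom on average over the 4 doses. To take explants as the unit, the 8 explants were paired in all 105 possible ways. In 25 of the 105 pairings the statistic between pairs was as large as in the pairing by dose (exact permutation p = 0.238).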

Cell type proportions across different treatment conditions were significantly different by chi-squared test (*P* < 2.2 E-16). In addition, the level of photoreceptor marker gene expression in photoreceptor clusters was not significantly changed in response to different agonist concentrations by Wilcoxon rank-sum test (Fig. 3D, S3B). 

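In explant photoreceptors, *Crx* had 498 and 499 CPM (UMI counts scaled to a common library size) at 0 nM and 425 and 403 CPM at 500 nM, a log2 fold change of -0.25 (standard error 0.11, adjusted p = 0.843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7440 genes). *Otx2* had 1579 and 1673 CPM at 0 nM and 1397 and 1240 CPM at 500 nM, a log2 fold change of -0.28 (standard error 0.093, adjusted p = 0.635 from the same edgeR test). Both genes were lower in each explant at 500 nM than in each at 0 nM, without passing the adjustment over all 7440 genes. That adjustment is stricter than a test of these genes alone, so not passing it does not show that they were unchanged. With each explant left out in turn the log2 fold change of *Otx2* lay between -0.36 and -0.20, the largest movement among the alternatives. *Rcvrn*, which encodes Recoverin, had a log2 fold change of -0.10 (standard error 0.22, adjusted p = 0.993 from the same edgeR test), and its sign changed on the SCTransform values. It lay between -0.43 and 0.48 with 1 explant left out, so single explants decide its sign. Of all 7440 genes, 7 passed the adjustment in photoreceptors, among them *Xist* and the Y-linked *Eif2s3y*, *Ddx3y* and *Uty*.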

We confirmed the differences in cell type proportions by immunostaining for the primary progenitor marker gene Lhx2, the cell cycle marker Ki67, and the photoreceptor marker Recoverin. Treatment with saturating levels of Sstr2 agonist increased the relative fraction of Lhx2 + cells and the thickness of the explants, while decreasing the relative ratio of Recoverin + cells to Lhx2 + cells (Fig. 3E–I). Though suggestive, these differences did not reach significance by Welch’s t-test. This demonstrates that somatostatin signaling exerts, at best, modest changes in retinal cell type composition in retinal explants. The treatment did not impact the area-normalized number of cells expressing Ki67, though the observed increase in explant thickness may have affected this measurement (Fig. S3C,D). While not statistically significant, the immunostaining results are in agreement with both the qPCR and MULTI-seq data. The qPCR, MULTI-seq, and immunostaining results taken together demonstrate that, in retinal explants, Sstr2 signaling modestly inhibits photoreceptor specification while increasing the relative fraction of primary RPCs.

**Figure 3:**
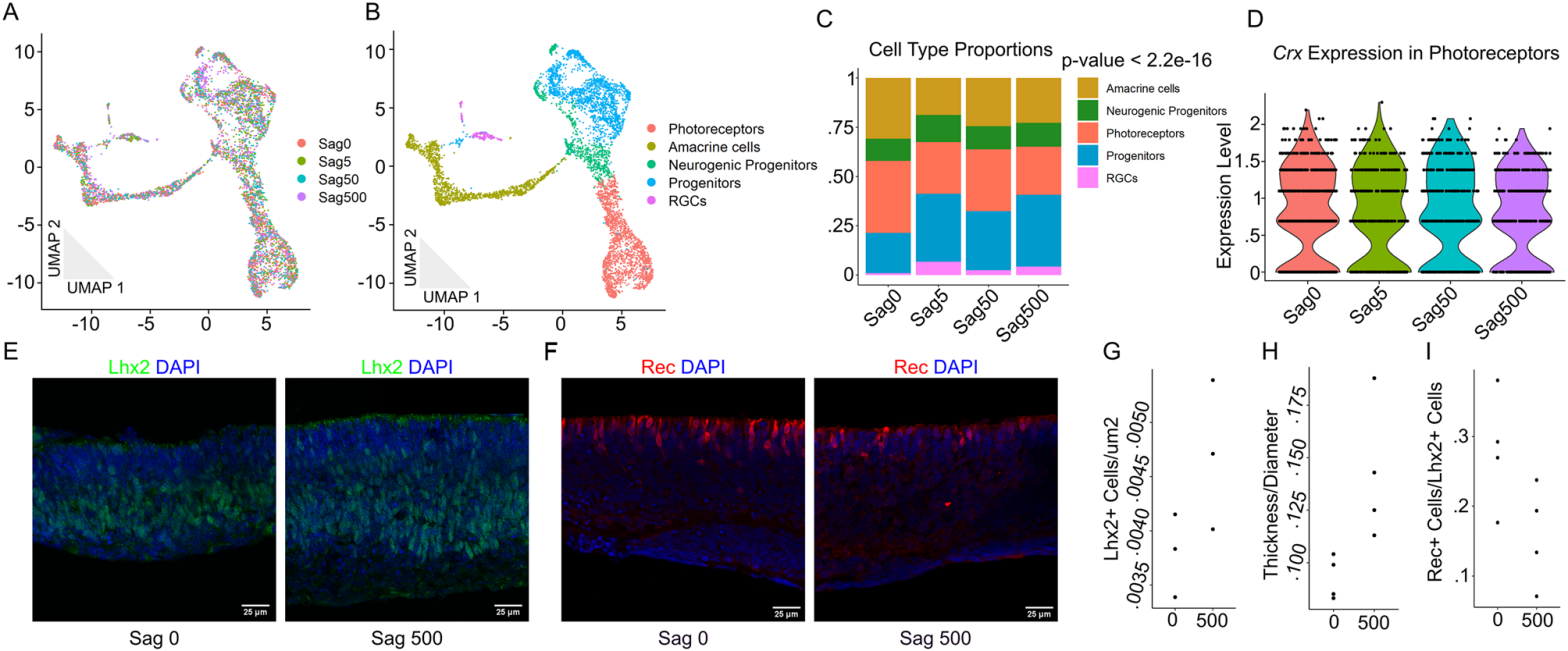
MULTI-seq and immunohistochemistry analysis of explants treated with four different concentrations of Sstr2 agonists reveals changing cell type proportions with increasing treatment. Four concentrations tested: 0, 5 nM, 50 nM, 500 nM Sstr2 agonist. n = 2 samples per condition. n = 5,607 cells (Sag0: 1556, Sag5: 1277, Sag50: 1204, Sag500: 1570). (**A**) 2D UMAP dimension reduction representation of the pooled explant cells colored by treatment condition. (**B**) Cells colored by identified cell type. (**C**) Bar graph representation of the proportion of each cell type within each condition. *P*-value for significance in difference of cell type proportions across treatment conditions were calculated using Pearson’s Chi-squared test. (**D**) Violin plot of expression of *Crx* in photoreceptors for each condition. Was not found to be significantly different by Seurat function ‘FindAllMarkers’. (**E**–**I**) Retinal explants stained with (**E**) Lhx2 (green) or (**F**) Recoverin (red) antibodies and DAPI (blue) counterstaining after treatment with 0 nM Sstr2 agonist (left panel) or 500 nM Sstr2 agonist (right panel). Scale bars represent 25 μm. Dot plots representing (**G**) the density of Lhx2 + cells (n = 3, one replicate per condition were lost during staining), (**H**) ratio of explant thickness to diameter (n = 4), and (**I**) the density of Rec + cells corrected by the average density of Lhx2 + cells for that condition (n = 4). Differences were not found to be significant by Welch’s two-sample t-test.

### No significant change in cell composition is detected in ***Sstr2***^***−/***−^ retinas

To test whether Sstr2 signaling regulates photoreceptor differentiation in vivo, we applied MULTI-seq to the retinas of littermates that were wild type, heterozygous, and homozygous for a targeted deletion of *Sstr2*. We hypothesized that KO mice would have greater proportions of photoreceptors than their littermates. Mice were collected at P0 to match the age at which the explants were tested and P14 to determine whether terminal differentiation and/or survival of specific retinal cell types were affected. 

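The P0 and P14 libraries each pooled 5 samples, called retinas here, 1 wild type, 2 heterozygous and 2 knockout, and the authors deposited the same kinds of files as for the explants. At P0, 5706 cells held 10323562 UMIs in the wild type, 10793649 and 10740407 in the heterozygous retinas and 8822880 and 9835962 in the knockouts. At P14, 3298 cells held 5886669 UMIs in the wild type, 3632042 and 1266730 in the heterozygous retinas and 3044263 and 3021693 in the knockouts. The median cell of a retina held 7258.5 to 8541 UMIs at P0 and 3381 to 3729.5 at P14. With a single wild-type retina at each age, the spread among wild types was not measured. Proportions were compared by exact permutation of the 5 retinas, and gene expression by edgeR on sums per retina, where the dispersion came from the heterozygous and knockout pairs. *Sstr2* transcripts were counted in all P0 retinas, those labelled knockout included, so the *Sstr2* count is no check of the genotype labels. Scrublet marked 10 of the P0 cells, or 0.175%, too few for a working doublet call, and in its place the 5% of cells with the highest Scrublet score were left out in an alternative chosen after the data were seen.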

Following the same procedure for the sample and cell-type identification as we used for the explants (Fig. 4A,B, S4A,E–G), we found no significant difference in cell-type proportions between littermates of different genotypes at P0 by chi-squared test (Fig. 4C). 

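At P0, photoreceptors made up 18.6% of cells in the wild type (224 of 1207 cells, 95% Clopper-Pearson interval 16.4 to 20.9% for counting error), 21.2% ± 2.75 (SD, n = 2) in heterozygous and 19.5% ± 2.89 (SD, n = 2) in knockout retinas. Primary progenitors made up 50.0% (interval 47.1 to 52.8%), 49.3% ± 0.562 and 48.3% ± 1.17, in the same order. The mean photoreceptor share of the knockouts differed from that of the other 3 retinas by -0.814 percentage points (two-sided exact permutation p = 0.7), and the difference for primary progenitors was -1.22 points (exact permutation p = 0.3). Splitting 5 retinas into 2 and 3 gives 10 splits, so no p under 0.1 was possible. Over single cells, the chi-squared statistic between genotypes was 10.5 on 8 degrees of freedom, or 1.31 per degree of freedom, below the 3.19 per degree of freedom between retinas of one genotype. From the unchanged proportions in the mutant, the paper proposes that Sstr2 signaling is dispensable for photoreceptor specification in vivo. It also reports no difference by immunostaining in *Sstr2* mutants, and the same in *Sst* mutants.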

The genotypes at P14 had significantly different cell type proportions, but this was likely driven by the over enrichment of rods in the Het cells compared to both WT and KO genotypes (Fig. S4H). 

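Rods made up 66.8% of P14 cells in the wild type (668 of 1000 cells, 95% Clopper-Pearson interval 63.8 to 69.7%), 79.1% ± 2.56 (SD, n = 2) in heterozygous and 62.6% ± 12.3 (SD, n = 2) in knockout retinas. The heterozygous retinas, at 77.3% and 80.9%, lay above the other 3 by 15.1 percentage points on average (two-sided exact permutation p = 0.2, where 0.1 is the smallest possible). The knockout retinas lay at 53.9% and 71.4%, to either side of the wild type. Between genotypes the chi-squared statistic was 11.0 per degree of freedom, against 6.40 between retinas of one genotype.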

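The P14 retinas contributed 1000 cells in the wild type, 740 and 304 in the heterozygous and 629 and 625 in the knockout retinas, against 1018 to 1254 cells per retina at P0. The spread of the rod share between the knockout retinas was 6.39 times that expected from counting cells, and that between the heterozygous retinas 1.29 times. The P0 photoreceptor share of the knockouts had a spread 2.39 times that from counting.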

While the significance of this is unclear, the smaller total number of cells profiled in each sample in the P14 dataset may have led to greater variability in the observed cell type proportions, leading to the observed discrepancy. We confirmed the similarity in cell-type proportions across genotypes by immunostaining for Lhx2, Ki67, and Recoverin, which showed no difference in retinal thickness, the density of Lhx2 + or Ki67 + cells, or in the ratio of Recoverin + to Lhx2 + cells by Welch’s t-test at P0 (Fig. 4E–H, S4B–D). There was also no difference in Lhx2 + cell density or the combined thickness of the outer segment and outer nuclear layer at P14, or in the total retinal area controlled for body length in the adult mouse as measured by ANOVA (Fig S5A-E). All results found in the *Sstr2* KO mouse by immunostaining were recapitulated in the *Sst* KO mouse (Fig. S6A-K). However, *Sstr2* mRNA levels were increased in neurogenic RPCs in P0 *Sstr2* mutants relative to controls as measured by Wilcoxon rank-sum test (*P*-value = 3.35E-5) (Fig. 4D), implying that Sstr2 signaling may negatively regulate *Sstr2* transcription.

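*Sstr2*, at 113619342 to 113626028 on chromosome 11 (GRCm38, GENCODE M21), had 112 CPM in P0 neurogenic progenitors of the wild type (133 UMIs), 189 and 248 CPM in the heterozygous and 294 and 375 CPM in the retinas labelled knockout (298 and 378 UMIs). The log2 fold change of knockout against wild type was 1.57 (standard error 0.19, adjusted p = 0.00412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 8984 genes), with the spread among wild types unmeasured. With either knockout retina left out it was 1.40 or 1.72. Against the wild type and heterozygous retinas together it was 0.87 (adjusted p = 0.933 from edgeR), and over all cells it was 1.55 (adjusted p = 0.513 from edgeR), so the call depended on the comparison. A *Sstr2* UMI was found in 30.9% of neurogenic progenitors of the wild type, 43.1% and 45.8% in the heterozygous and 40.0% and 55.5% in the knockout retinas, at median depths of 6460 to 7643 UMIs. Thinned to 3000 UMIs per cell, which left out 0 to 3 cells per retina, these shares were 19.9%, 29.3%, 31.8%, 31.8% and 43.7%. In other cell types at P0, 1.18 to 5.33% of cells held a *Sstr2* UMI, with 1.29% of primary progenitors at a median of 8759 UMIs. Over all P0 cells, the 191 genes within 10 Mb of *Sstr2* had a median size of log2 fold change of 0.14, larger than in 99.63% of random gene lists matched on expression and larger than in 91.8% of 122 windows of the same size on other chromosomes.

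**Figure D2:**
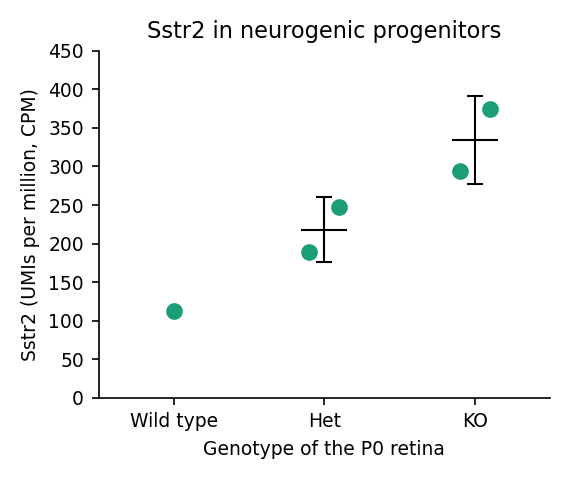
*Sstr2* expression (CPM) in neurogenic progenitors of each P0 retina, by genotype. Points are single retinas and bars are the mean ± SD where a genotype has 2 retinas; values rise from 112 CPM in the single wild type to 294 and 375 CPM in the retinas labelled knockout.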

**Figure 4:**
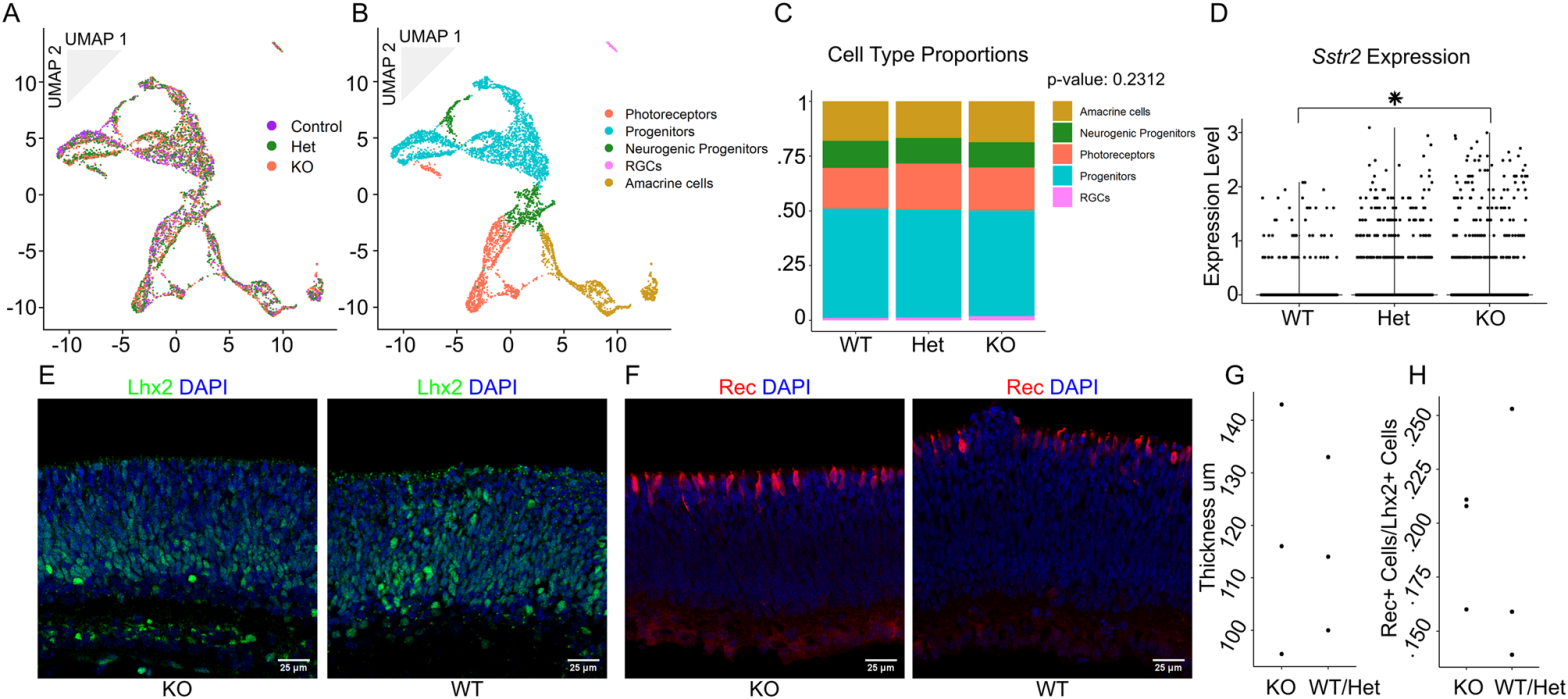
MULTI-seq and immunohistochemistry analysis of wildtype, *Sstr2*^+/−^, and *Sstr2*^−/−^ littermates reveals no change in cell-type proportions at P0. n = 2 samples per genotype (except + / + where n = 1). n = 5,706 cells (*Sstr2*^+*/*+^: 1207, *Sstr2*^+/−^: 2341, *Sstr2*^−/−^: 2158). (**A**) 2D UMAP dimension reduction representation of the pooled retinal cells colored by genotype. (**B**) Cells colored by identified cell types. (**C**) Bar graph representation of the proportion of each cell type within each genotype. *P*-value for significance in difference of cell type proportions across genotypes were calculated using Pearson’s Chi-squared test. (**D**) Violin plot of expression of *Sstr2* in cells for each condition. Was found to be significantly different by Seurat function ‘FindMarkers’. (**E**–**H**) P0 Retinas stained with (**E**) Lhx2 (green) or (**F**) Recoverin (red) antibodies and counterstained with DAPI (blue) with *Sstr2*^−/−^ in the left panel and *Sstr2*^+/+^ in the right panel. Scale bars represent 25 μm. Dot plots representing (**G**) retinal thickness (n = 3) and (**H**) the density of Rec + cells corrected by the density of Lhx2 + cells for that biological replicate (n = 3). No significant difference found by Welch’s two-sample t-test.

### Sstr2 signaling promotes retinal neurogenesis and inhibits expression of progenitor-specific genes in retinal explants

We next examined our scRNA-Seq data in more detail to determine which genes showed altered expression in *Sstr2*^*−/−*^ retinas. We hypothesized that though we did not see a change in cell-type proportions in vivo that were complementary to those seen in agonist-treated ex vivo retinal explants*,* we might nonetheless observe complementary changes in gene expression. We compared differentially expressed genes of wild type vs. *Sstr2*^*−/−*^ neurogenic RPCs in vivo and 500 nM versus 0 nM Sstr2 agonist-treated neurogenic cells ex vivo. We identified only one differentially expressed gene in common between these two comparisons. This was *Xist*, and likely simply reflected differences in the sexes of the animals among the different samples. 

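*Xist* UMIs were found in 98.3 to 99.3% of cells in 3 of the 8 explants, both at 500 nM and 1 at 5 nM, and in 57.7 to 62.4% of cells in the other 5, where 25.8 to 29.0% of cells held UMIs of Y-linked genes. Of the cells of these 5, 45.5 to 52.0% of the *Xist*-negative and 8.79 to 15.0% of the *Xist*-positive ones held such UMIs, against 0 to 1.46% of all cells in the other 3 explants. Nearly all cells of the explants at 500 nM were thus *Xist*-positive, while the explants at 0 nM held cells of both sexes. In neurogenic progenitors *Xist* rose by a log2 fold change of 1.08 from 0 to 500 nM (standard error 0.13, adjusted p = 1.84e-06 from edgeR's quasi-likelihood test). At P0, *Xist* had 1604 CPM in 1 heterozygous and 1668 CPM in 1 knockout retina, and at most 3.37 CPM in the other 3, the wild type included. Its log2 fold change of 7.89 between knockout and wild type therefore rested on 1 knockout retina and did not pass the adjustment (standard error 3.41, adjusted p = 0.929 from edgeR). No gene passed the adjustment in both comparisons.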

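By edgeR on sums per retina, 3 of 8984 genes differed between knockout and wild-type neurogenic progenitors at P0 with an adjusted p under 0.05, *Gm8797*, *Mxra7* and *Sstr2*, and 440 had an unadjusted p under 0.05, fewer than 5% of the genes tested. *Gm8797* fell from 271 CPM in the wild type to 23.7 and 18.8 CPM in the knockouts (log2 fold change -3.67, standard error 0.34, adjusted p = 4.28e-04 from edgeR), against 457 and 249 CPM in the heterozygous retinas. It is 98.2% identical to *Ubb* over 384 bases, so reads of these genes can be shared. *Mxra7*, on chromosome 11 at 116803062 to 116828046, within 10 Mb of *Sstr2*, rose from 120 CPM to 314 and 318 CPM, with 240 and 218 CPM in the heterozygous retinas (log2 fold change 1.39, standard error 0.14, adjusted p = 6.83e-04 from edgeR). All 11 genes of Suppl. Table 1 passed when adjusted over the list alone, which is not independent evidence since the list was chosen on these retinas, and 3 passed over all genes tested. *Rpl29* fell by 1.66 on the log2 scale (adjusted p = 0.655 from edgeR), with 266 and 1087 CPM in the 2 knockouts and 2116 CPM in the wild type, and it shares 99.8% of 422 bases with the pseudogene *Gm6344*. Leaving out 1 knockout retina or the other moved this log2 fold change between -2.99 and -0.98. In explant neurogenic progenitors, 6 of 6072 genes passed between 500 and 0 nM, *Hist1h1b*, *Xist*, *Cdkn1c*, *Eif2s3y*, *Atoh7* and *Eif2s1*, and 318 had an unadjusted p under 0.05. *Eif2s1*, in Suppl. Table 2 with *Xist*, fell by 0.98 on the log2 scale (standard error 0.21, adjusted p = 0.0304 from edgeR). At P0 DESeq2 called the same 3 genes as edgeR, while limma on the SCTransform values called 15. The explant count depended on the tool. With DESeq2 in place of edgeR 0 genes passed in the explants. There 17 genes, or 0.280%, had an unadjusted p under 0.05, against 0.290% of unchanged genes in data simulated for that comparison.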

In total, only eleven genes were identified in vivo and two identified ex vivo by Wilcoxon rank-sum test (*P*-value < 5E-5) (Suppl. Tables 1, 2). Neither of these lists of genes suggested a clear transcriptional impact from Sstr2 perturbation. We felt that traditional gene expression tests may be underpowered when looking for modest changes in gene expression in single cell types.

We then looked for a mechanism of action for Sstr2 signaling by testing whether genes that differ between genotypes in vivo could distinguish cells from different treatments ex vivo, as a more nuanced way to evaluate differences in gene expression. To do this, we integrated our ex vivo and in vivo datasets (Fig. 5A,B) and, reasoning that the neurogenic cells that express *Sstr2* are the most likely to be affected by differences in Sstr2 signaling, selected neurogenic cells that express *Sstr2* from cluster 11 (Fig. 5C,D). 

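At least 1 *Sstr2* UMI was found in 285 of the 669 P0 neurogenic progenitors, or 42.6%, and in 186 of the 682 explant neurogenic progenitors, or 27.3%. The lower explant share came at a lower depth, with medians of 4526.5 against 6775 UMIs per cell. The P0 cells divided into 46 from the wild type, 50 and 71 from the heterozygous and 52 and 66 from the knockout retinas, and the explants contributed 12 to 36 cells each. Outside the neurogenic cells, 1.60% of explant primary progenitors held a *Sstr2* UMI, at a median depth of 4548 UMIs. The *Sstr2*-positive cells were selected here from the deposited annotation of neurogenic progenitors, and the integrated clusters were not used.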

We then used the 58 genes that are differentially expressed between *Sstr2*-positive neurogenic RPCs from wildtype, *Sstr2*^+*/−*^, and *Sstr2*^*−/−*^ mice to guide the pseudotime program Monocle 2^41^ in aligning all of the Sstr2-positive neurogenic cells along a pseudotime trajectory (Fig. 5E, Suppl. Table 3). This analysis identified an unbranched trajectory. 

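Among sums over *Sstr2*-positive cells of each P0 retina, all 58 of these genes could be tested. With knockout against wild type, 45 had an adjusted p under 0.05 adjusted over the list alone, and 2, *Ccnb1* and *Mxra7*, passed over all 7281 genes tested by edgeR. Of all these genes 5 passed, the others being *Gm8797*, *Atf3* and *Pttg1*, named after their values were seen, and 438 had an unadjusted p under 0.05. The list was chosen on these cells, so the first count is not independent evidence. In *Sstr2*-positive cells of the explants, 39 of the 58 genes could be tested between 500 and 0 nM. There 0 passed adjusted over the list alone, with 3 of the 39 at an unadjusted p under 0.05, and 0 passed over all 2007 genes, with 78 at an unadjusted p under 0.05.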

While high Sstr2-activated (wild type and heterozygous retinal, and 500 nM-treated explant) cells were distributed equally along this trajectory, low Sstr2-activated (*Sstr2*^*−/−*^ retinal, and 0, 5, and 50 nM-treated explant) cells were significantly comparatively enriched at lower pseudotime values (one-sided KS test, p value = 0.0054). 

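The trajectory itself was not rebuilt. In its place each *Sstr2*-positive cell was scored by the mean log2(CPM + 1) of the genes that increased with pseudotime (Suppl. Table 4) minus that of the genes that decreased (Suppl. Table 5), and scores were averaged per retina or explant. At P0 the score was -0.73 ± 0.23 (SD, n = 2 retinas) in low Sstr2-activated and -0.53 ± 0.12 (SD, n = 3) in high Sstr2-activated retinas, a difference of -0.20 (two-sided exact permutation p = 0.3). In explants it was -1.55 ± 0.44 (SD, n = 6) in low and -1.51 ± 0.20 (SD, n = 2) in high Sstr2-activated explants, a difference of -0.041 (exact permutation p = 0.893). The mean of both differences was -0.12 (exact permutation within each system over 280 arrangements, p = 0.511), smaller than the spread between explants. Over the 18 alternatives the difference stayed negative, and the exact permutation p, where both groups kept 2 or more samples, lay between 0.246 and 0.839. It was -0.026 over all neurogenic progenitors and -0.25 in cells with at least 2 *Sstr2* UMIs, and the first principal component of the 58 genes gave -1.40 on a separate scale. Single samples moved it as well, to -0.20 without knockout replicate 1 and -0.039 without knockout replicate 2. The gene lists were chosen on these cells, so the score is no independent test of the trajectory. At P0 *Sstr2*-positive cells were 30.9% of wild-type, 43.1% and 45.8% of heterozygous and 40.0% and 55.5% of knockout neurogenic progenitors. Differences between genotypes in the score or in single genes of these cells may therefore reflect how the cells were selected. From the enrichment of low Sstr2-activated cells at low pseudotime values, the paper concludes that Sstr2-related perturbations created some shared differences across the retina and the explants.

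**Figure D3:**
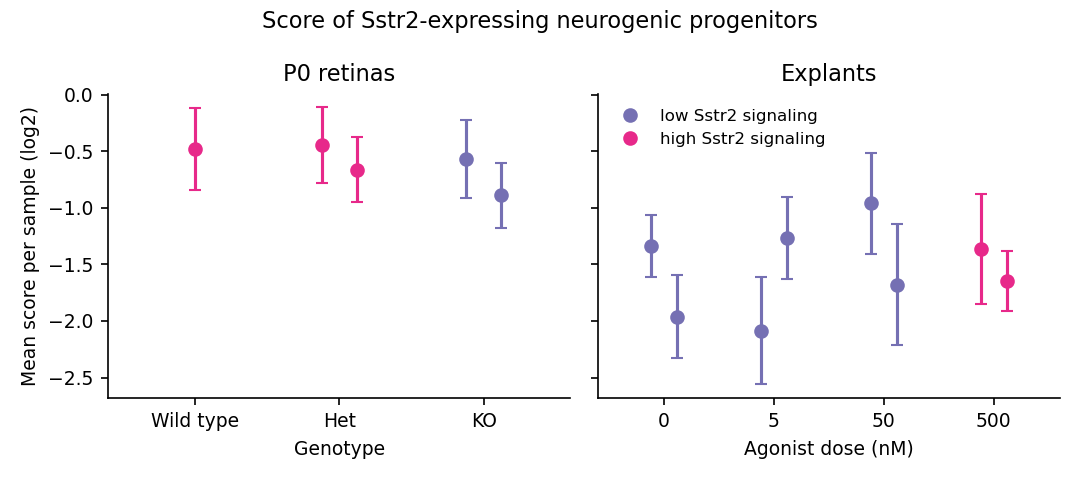
Mean score (log2 scale) of *Sstr2*-positive neurogenic progenitors in each P0 retina and each explant, by low or high Sstr2 activation. Points are retinas or explants and bars are the standard error over the cells of that sample; the P0 means lie between -0.89 and -0.44 and the explant means between -2.08 and -0.96, with low and high groups overlapping in both.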

None of the samples combined in the low or high groups had significantly different pseudotime distributions from each other as measured by a two-sided KS test. These results led us to conclude that Sstr2-related perturbations created some shared differences across the two systems.

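Within the high Sstr2-activated group, the mean score was -0.48 in the wild-type retina and -0.44 and -0.66 in the heterozygous retinas, and -1.36 and -1.65 in the explants at 500 nM. In the low group the knockout retinas lay at -0.57 and -0.89. The explants lay at -1.34 and -1.96 at 0 nM, -2.08 and -1.27 at 5 nM and -0.96 and -1.68 at 50 nM. The standard error over the cells of one explant was 0.26 to 0.53.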

**Figure 5:**
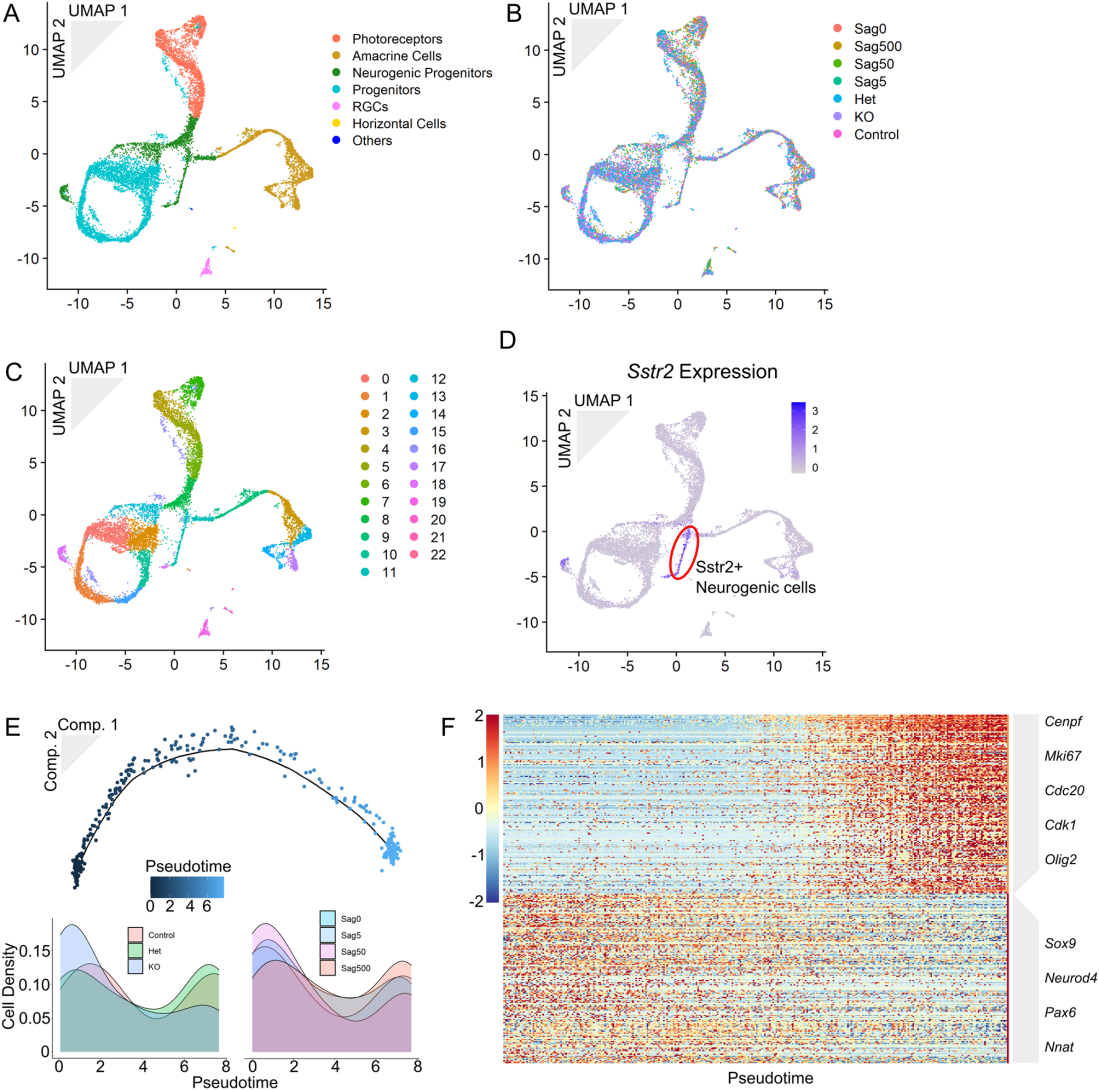
Integrated dataset of explant and retina cells reveals shared genetic changes. The explant and P0 datasets were integrated following the Seurat protocol. n = 11,313 cells. (**A**) 2D UMAP dimension reduction representation of the integrated datasets colored by identified cell type. (**B**) Cells colored by genotype or treatment condition. (**C**) Cells colored by Seurat-identified cluster. (**D**) Cells colored by *Sstr2* expression. (**E**) Monocle-generated trajectory of *Sstr2*-expressing neurogenic cells from cluster 11 (top). Density plot for cells of each in vivo genotype aligned along pseudotime (bottom left). Density plot for cells of each ex vivo treatment aligned along pseudotime (bottom left). (**F**) Heatmap of two clusters of genes that either increase with pseudotime (top 170 genes) or decrease with pseudotime (bottom 161 genes). Genes identified with Monocle 2 function ‘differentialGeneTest()’, q-value cutoff 0.05. Genes clustered by k-means (seed = 37).

We next tested for genes that changed in expression across our pseudotime trajectory to see if we could resolve which genes are impacted most by Sstr2 signaling. 

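All 170 genes that increase with pseudotime in Suppl. Table 4 and 160 of the 161 that decrease in Suppl. Table 5 were counted in both the P0 and the explant files. In *Sstr2*-positive cells of P0 retinas, 97 of the 170 increasing genes had a lower mean CPM in knockout than in wild-type and heterozygous retinas. In explants, 78 of the 170 were lower at 0, 5 and 50 nM than at 500 nM. Of the 160 decreasing genes, 85 were higher in the knockout at P0 and 80 were higher in the explants at 0 to 50 nM.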

We identified 331 genes, 170 of which increased with pseudotime and Sstr2 signaling, and 161 of which decreased by likelihood ratio test (q-value < 0.05, Fig. 5F, Suppl. Tables 4, 5). The online gene set enrichment tool DAVID^42^ showed a strong enrichment for cell-cycle genes among the genes that increased with pseudotime, including *Cdc20*, *Cenpf*, and *Mki67*. 

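*Cdc20* had 122 ± 59.2 CPM (SD, n = 2) in *Sstr2*-positive cells of knockout retinas and 224 ± 29.4 CPM (SD, n = 3) in the other P0 retinas, with every knockout below every other retina. In explants *Cdc20* had 172 ± 86.5 CPM (SD, n = 6) at 0 to 50 nM and 167 ± 2.27 CPM (SD, n = 2) at 500 nM. *Cenpf* had 841 ± 2.38 CPM in knockout and 953 ± 138 CPM in the other P0 retinas, and 465 ± 227 against 432 ± 68.0 CPM in explants. *Mki67* had 392 ± 97.5 against 425 ± 44.7 CPM at P0 and 216 ± 58.8 against 174 ± 11.5 CPM in explants. Beyond *Cdc20* at P0, these differences lay within the spread between retinas or explants.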

Genes that regulate neuronal development and differentiation showed decreased expression with pseudotime, including *Neurod4*, *Nnat*, and *Sox9*. It appears that the pseudotime trajectory captures the transition from proliferative neurogenic RPCs (high pseudotime values) to differentiating post-mitotic neural precursors (low pseudotime values) and that genotypes and conditions with no or low Sstr2 signaling lead to increased cell cycle exit and neurogenesis. 

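*Neurod4* had 344 ± 76.0 CPM (SD, n = 2) in *Sstr2*-positive cells of knockout retinas and 229 ± 31.2 CPM (SD, n = 3) in the other P0 retinas, with both knockouts above every other retina. In explants it had 402 ± 190 CPM (SD, n = 6) at 0 to 50 nM and 281 ± 79.4 CPM (SD, n = 2) at 500 nM. *Nnat* had 291 ± 8.30 against 304 ± 48.8 CPM at P0 and 420 ± 127 against 384 ± 28.6 CPM in explants. *Sox9* had 154 ± 8.53 against 125 ± 23.1 CPM at P0 and 77.3 ± 23.4 against 65.5 ± 0.925 CPM in explants, from 64 UMIs in all explants together.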

In combination with our results obtained from retinal explants, where increasing Sstr2 activation reduced photoreceptor generation, we conclude that Sstr2 signaling modestly inhibits retinal neurogenesis in retinal explants.

Because of the relatively modest impact of Sst/Sstr2 signaling on retinal neurogenesis, we hypothesize that additional signals may be released by RGCs to modulate retinal neurogenesis. To investigate this possibility further, we again analyzed the publicly available scRNA-Seq mouse retinal development dataset. Mouse RGCs express the neuropeptide Pacap and signaling molecule Sonic Hedgehog (Shh) during the same interval that *Sst* and *Sstr2* are expressed (Fig. S7A,C,E). When examining the full course of mouse retinal development, neither the Shh receptor *Ptch1* nor the Pacap receptor *Vipr2* are specifically expressed in neurogenic RPCs, though they are specifically expressed in late-stage primary RPCs and photoreceptor precursors, respectively (Fig. S7A). Additionally, both genes are coexpressed with *Sstr2* in neurogenic RPCs (Fig. S7D,F). When examining the full course of human retinal development, both *Pacap*, and *Shh* are more strongly expressed in Müller glia than RGCs (Fig. S7B), although both are co-expressed with *Sst* in RGCs (Fig. S7C,E). Both *Ptch1* and *Vipr2* are co-expressed in neurogenic RPCs and late-stage primary RPCs in developing human retina, while *Vipr2* is also expressed in early-stage RPCs and RGCs (Fig. S7B). As in mouse, both *Ptch1* and *Vipr2* are coexpressed with *Sstr2* in neurogenic RPCs (Fig. S7D,F). Pacap and Shh may therefore act in combination with Sst as potentially redundant signals that modulate retinal neurogenesis.

## Discussion

We identified four neuropeptides that are transiently, strongly, and specifically expressed during mouse retinal development by analyzing scRNA-seq data obtained from developing mouse retina. We tested whether they regulate retinal development using a combination of small-molecule ligands and qRT-PCR analysis of major retinal cell type markers in embryonic retinal explants. Agonists and antagonists of these neuropeptides—Npy, Gal, and Penk—did not produce significant dose-dependent changes in any retinal cell type markers tested. These results agree with Brodie-Kommit et al., who found no effect on RGC density in Gal-deficient mice^39^. However, agonist-dependent activation of the Sst receptor Sstr2 inhibited photoreceptor generation and led to a compensatory increase in the proportion of primary progenitors. The specificity of these effects was confirmed by their loss in *Sstr2*-deficient retinal explants. However, while Sstr2 signaling exerts a modest inhibitory effect on photoreceptor specification in retinal explants, this was not seen in vivo, with relative numbers of major retinal cell types unchanged in the *Sstr2* mutant relative to wild type. This could reflect differences in the signaling mechanisms downstream of Sstr2 in explants compared to intact retinas that result from stresses associated with explant culture. ScRNA-Seq analysis revealed that retinal explants treated with Sstr2 agonists showed changes in gene expression in neurogenic RPCs that were complementary to those seen in *Sstr2* mutants. These gene expression changes suggest that RGCs may secrete Sst as a quorum signal to negatively regulate retinal neurogenesis. However, the lack of impact on cell type proportion in intact retinas also suggests that Sstr2 signaling is dispensable for regulation of photoreceptor specification in vivo.

Though *Sstr2* KO did not affect retinal cell type proportions in vivo, similar effects to what we observe in Sstr2-treated explants have been reported following manipulation of retinal Sonic Hedgehog (Shh) signaling. Wang et al. found that ablation of embryonic RGC-derived Shh signaling in the mouse retina results in precocious cell cycle exit and differentiation of progenitor cells. This resulted in an accelerated generation of photoreceptors, depletion of the progenitor pool, and reductions in the proportions of later-born cell types^43^. This matches the phenotype seen in our embryonic retinal explants where treatment with an Sstr2-specific agonist resulted in reduced photoreceptor proportion and an increase in the number of primary progenitors. Wang et al. also found that ablation of Shh signaling resulted in a decrease of *Ccnd1* and *Hes1* gene expression, while RPC-enriched genes such as *Hes2* and *Ccnb1* and other cell cycle genes were also decreased upon disruption of Sstr2 signaling. 

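*Ccnb1* had 133 ± 11.4 CPM (SD, n = 2) in *Sstr2*-positive cells of knockout retinas and 218 ± 55.4 CPM (SD, n = 3) in the wild-type and heterozygous retinas at P0, with both knockouts below every other retina. *Hes2* had 45.3 ± 9.81 CPM in the knockout and 29.8 ± 11.9 CPM in the other P0 retinas, from 101 UMIs. In explants, *Ccnb1* had 126 ± 60.9 CPM (SD, n = 6) at 0 to 50 nM and 91.4 ± 54.3 CPM (SD, n = 2) at 500 nM. *Hes2* had 21.9 ± 12.5 CPM at 0 to 50 nM and 42.4 ± 31.8 CPM at 500 nM, from 24 UMIs.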

Though we did not observe changes in cell composition in *Sstr2* mutant retinas in vivo, pseudotime analysis revealed that neurogenic progenitors in these mutants were relatively more mature than controls, while neurogenic progenitors were relatively less mature in explants treated with Sstr2 agonists. Sstr2 + neurogenic cells in both intact *Sstr2*^*−/−*^ mutant retina and in explants treated with no or low levels of Sstr2 agonist showed increased expression of genes associated with terminal differentiation relative to wildtype, *Sstr2*^+*/−*^, or Sstr2-expressing neurogenic cells in retinal explants that were treated with high levels of Sstr2 agonist, which in turn showed higher expression of genes enriched in retinal progenitors. Sstr2 signaling may therefore work in tandem with Shh signaling to prevent maturation and differentiation of neurogenic progenitor cells.

A similar dependence on context for the impact of signaling on retinal cell type proportions was reported by Pearson and colleagues^44^. They found that an agonist for the ATP receptor P2RY2 only impacted chick retinal explant development in the absence of the RPE, the endogenous source for ATP in chick retinogenesis. The retinal explants used in the current study lack viable RGCs – the endogenous source of secreted Sst and Shh at this age. 

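The deposited annotation names 200 of the 5607 explant cells RGCs. They made up 1.03% ± 0.0115 (SD, n = 2 explants) of cells at 0 nM, 7.11% ± 1.06 at 5 nM, 2.65% ± 0.699 at 50 nM and 4.00% ± 3.58 at 500 nM. These cells held *Isl1* at 779 CPM against 12.8 CPM in other explant cells and *Pou4f2* at 56.6 against 2.14 CPM. *Sncg*, *Nefl* and *Rbpms* were 29.8, 18.4 and 19.1 times as high as in the other cells. A median of 20.6% of their UMIs came from mitochondrial genes, against 5.66% in the other explant cells, and they held a median of 3079.5 UMIs. *Sst* was counted with 1 UMI among the 671423 UMIs of these cells. The deposited P0 counts do not list *Sst*, so P0 RGCs give no value for comparison. The low count therefore does not show a loss of *Sst* in explant RGCs.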

We suggest that in the developing retina, RGCs release multiple redundant signals to inhibit cell cycle exit and differentiation in neurogenic progenitors. When retinas are grown as explants, all of the signals are lost, allowing a single exogenous agonist to influence the fate of retinal progenitors. This would explain why Sstr2-mediated signaling regulates cell type proportions ex vivo but not in vivo.

Interestingly, the proportion of neurogenic progenitors remained consistent across explants at each concentration of Sstr2 agonist, even though fewer cells underwent neurogenesis in explants treated with higher concentrations of agonist. 

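Neurogenic progenitors made up 11.9% ± 2.25 (SD, n = 2 explants) of cells at 0 nM, 13.1% ± 1.65 at 5 nM, 11.6% ± 0.646 at 50 nM and 12.1% ± 0.452 at 500 nM. Over the 8 explants Pearson's r with log10 of the dose in nM plus 1 was -0.095 (exact permutation p = 0.819, adjusted p = 0.819) and Spearman's rho was -0.049 (exact permutation p = 0.946, adjusted p = 0.946). Without the explants at 500 nM r was -0.13 (exact permutation p = 0.778) and rho was 0 (exact permutation p = 1). The sign of rho was not stable, at 0.098 without doublets.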

The transition of primary progenitor cells to neurogenic progenitors may therefore be inhibited by the presence of a high concentration of neurogenic cells. If fewer neurogenic cells are exiting mitosis to generate neurons, fewer primary progenitors are entering a neurogenic state. Cell–cell signaling via diffusible factors would be a possible mechanism of action for control of the number of neurogenic progenitors.

We propose that the discovery of an ex vivo phenotype that is not maintained in vivo and the expression of multiple neuropeptides in RGCs and their receptors in neurogenic progenitor cells may point to the existence of a complex, redundant system of cell–cell signaling that modulates retinal neurogenesis. Future research could interrogate this redundant system to find a role for cell–cell signaling in development in vivo through knockout of multiple neuropeptides or receptors. Loss of function of *Vipr2* in combination with *Sstr2* might phenocopy changes in cell-type proportions similar to what is seen with perturbation of Sstr2 signaling ex vivo and is seen in vivo with loss of *Shh*. We would expect that specifically the cell types produced during the interval in which *Sstr2* and *Vipr2* are expressed would be increased in proportion relative to later-born cell types. This study demonstrates that though in vivo experiments are the gold standard for biological relevance, the lack of replication of ex vivo results in a more native context does not necessarily equate to a null result.

## Methods

### Retinal development scRNA-Seq analysis

Sequences and metadata for the mouse (accession number GSE118614) and human (GSE138002) datasets were downloaded from the Gene Expression Omnibus and used to create new Seurat objects following the Seurat SCT workflow^45,46^. Cell type classifications and ages were taken from the downloaded metadata, and used to query the expression of various neuropeptides and receptors. Correlation of neuropeptide expression and each cell type was calculated using the base R function ‘cor()’. Heatmaps were generated with R package pheatmap^47^.

### Mice

The use of animals for these studies was conducted using protocols approved by the Johns Hopkins Animal Care and Use Committee, in compliance with ARRIVE guidelines, and were performed in accordance with relevant guidelines and regulations. Timed pregnant mice were ordered from Charles River Laboratories for the smFISH experiments and embryonic retinal explant pharmacologic screen. A breeding pair of *Sstr2*^+/−^ (C57BL/6NCrl-*Sstr2*^*em1(IMPC)Mbp*^/Mmucd) mice were ordered from the Mutant Mouse Resource and Research Centers (Davis, CA) and outbred to CD1 mice. The *Sstr2*^+*/−*^ F1 progeny were bred to produce the *Sstr2*^+*/*+^, *Sstr2*^+*/−*^, and *Sstr2*^*−/−*^ mice used in this study. Similarly, two Sst^+*/−*^ male mice^48^ were received from Malcolm Low at the University of Michigan and outbred to CD1 mice. The Sst^+*/−*^ F1 progeny were then bred to produce the *Sst*^+*/*+^, *Sst*^+*/−*^, and *Sst*^*−/−*^ mice used in this study.

### Retinal sectioning

The explants and retinas used for immunostaining or smFISH were fixed in 4% paraformaldehyde in PBS rocking at room temperature for 2 h before being transferred to 30% sucrose in PBS at 4 degrees Celsius overnight. The samples were then transferred to VWR Clear Frozen Section Compound, frozen on dry ice, and stored at − 80 °C. 16 μm sections were then cut using a Leica 3050S cryostat.

### smFISH

Retinas were dissected from embryonic day (E)14 (age verified by crown-rump length) or postnatal day (P)0 mice from timed pregnant mothers. Sections were hybridized with RNAscope probes for *Sstr2* and *Neurog2* and DAPI following the RNAscope protocol. The sections were imaged on an LSM 700 confocal microscope at 20 × and 63 × resolution.

### Retinal explant culture

Retinas were dissected from E14 or E18 embryos from timed pregnant mice, age verified by crown-rump length. Dissected retinas were then flattened using a series of radial cuts, and mounted on 0.2 μm Nuclepore Track-Etch membranes on 2 ml DMEM F12, 10% FBS with 0.1% streptomycin/puromycin in 12-well plates. The explants were incubated at 37 degrees Celsius, 5% CO2 for 6 days for E14 explants, and 4 days for E18 explants. On even-numbered days, 90% of the explant culture media was replaced with new media. Treatment compounds were included in the explant culture media at the concentrations listed in the text and ordered from Tocris Bioscience.

### Explant RNA extraction and cDNA preparation

Embryonic retinal explants were removed from the nuclepore membrane and media and quick-frozen at − 80 °C or on dry ice. Total RNA was extracted from explants using the Qiagen miRNeasy Mini Kit with optional DNase digest and drying steps. RNA was extracted from 2 replicates from each condition in each of 3 rounds of experimental replicates, with a total of 6 retinas examined for each condition. The concentration of the resultant RNA was determined using a ThermoScientific NanoDrop 1000. 400 ng RNA was reversed transcribed to cDNA using the Invitrogen SuperScript IV First-Strand Synthesis System. The cDNA was diluted to 1 ng/ul in nuclease-free water.

### Explant qPCR analysis

We used the bimake.com 2 × SYBR Green qPCR Master Mix. Four ng cDNA was used for each 20 ul reaction. Three technical replicates were assayed for each sample. Samples were run on a standard 2-step amplification program on Applied Biosystems MicroAmp Fast Optical 96-Well or MicroAmp Optical 384-Well reaction plates on an Applied Biosystems StepOne Plus or ViiA 7, respectively. Primer sequences used either had been previously validated in the Blackshaw lab or were taken from the Harvard Primer Bank or generated using Primer3^40,49^. Those generated on Primer3 were required to span an exon-exon junction. All primers were verified to produce a single reaction product with traditional PCR before use for qPCR. All plots generated with ggplot2 R package^50^.

### MULTI-seq

Samples were dissociated using the Worthington papain cell dissociation system. MULTI-seq was performed to pool samples prior to 10 × Chromium Single Cell 3’ v3.0 GEM generation and library prep following the Gartner lab’s protocol using lipid-tagged oligos provided by the Gartner lab. Quality control and sequencing were performed by the Johns Hopkins Transcriptomics and Deep Sequencing Core.

### scRNAseq analysis

Sequencing results were processed through the 10 × CellRanger pipeline and the output loaded into Seurat^45^. Sample of origin for each cell was determined using the deMULTIplex R package out of the Gartner lab^40^. Seurat objects were analyzed following the Seurat SCT workflow. Cell type was determined cluster by cluster based on marker gene expression derived from the Seurat function ‘FindAllMarkers’ using default parameters^45^. This function was also used to identify differential gene expression across conditions/genotypes. Alternatively, and where noted in Results, the Seurat function ‘FindMarkers’ was used to find differential expression between two groups of cells.

Seurat objects were integrated following the Seurat Integration and Label Transfer workflow. The pseudotime trajectory was constructed and differential genes identified using the semi-supervised Monocle 2 workflow^41^. Density plots generated using ggplot2. Differential genes were clustered using the base R function ‘k-means’, and heatmap was generated using pheatmap.

### Immunostaining and visualization

Sections were stained with Invitrogen rabbit anti-Lhx2 polyclonal (1:1000), ThermoFisher rabbit monoclonal anti-Ki67 clone SP6 (1:200), or Millipore rabbit anti-Recoverin polyclonal (1:400) IgG primary antibodies, Jackson Immunoresearch Alexa-Fluor 594 donkey anti-rabbit IgG secondary antibody (1:500), and DAPI (1:5000). The stained sections were imaged on an LSM 700 confocal microscope at 20 × resolution.

Whole retinas were dissected from adult mice, flattened using a series of radial cuts, and imaged by camera next to a ruler to determine total retinal area. Area of retinas averaged for each animal.

Cell counting was performed blinded, with images randomized, using the Cell Counter plugin on ImageJ. Cells were counted in 2 200 μm long samplings and averaged for each technical replicate. Image metrics such as retinal thickness or total area were also quantified on ImageJ.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All sequencing data is available on GEO (GSE164741).

How the deposited data were processed for this re-analysis (not part of the article)

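Single cells of 3 MULTI-seq libraries were analysed: 8 samples of retinal explants grown with 0, 5, 50 or 500 nM Sstr2 agonist, 5 samples of retina from an *Sstr2* allelic series at P0 and 5 at P14. Each sample is called an explant or a retina, but the paper's text does not state how many retinas a sample held, and 5 explant samples held cells of both sexes. The conditions of the explants and retinas were taken from the group and replicate that the authors recorded for each cell. The authors made 10x Chromium 3' libraries, processed the sequencing results with the CellRanger pipeline, assigned each cell to its sample with deMULTIplex and followed the Seurat SCT workflow. The deposited raw UMI counts per gene and cell are whole numbers that the authors obtained from that pipeline without further normalization. The deposited SCT values are the natural log of 1 plus the count that the authors' SCTransform step corrected to a common depth. The paper's text does not name the CellRanger version, the genome build or the filters on cells. Cell types were the authors' deposited annotation, which they based on cluster markers.

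From these files, cell type shares were computed per explant or retina, with exact Clopper-Pearson intervals at 95% where a genotype had a single retina. These intervals cover counting error only. Dose relations were tested with Pearson's and Spearman's correlations against log10 of the dose in nM plus 1 by exact permutation, and differences between genotypes by exact permutation of the retinas, all two-sided. Raw UMI counts were summed per sample and cell type and tested by edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, its filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05), with all groups of a library in 1 fit. DESeq2 1.42.0, edgeR with DESeq2's size factors, and limma 3.58.1 on log2(CPM + 1) of the summed SCT values served as alternatives. In these fits the single wild-type retina at each age adds nothing to the dispersion. The paper's own test, a Wilcoxon rank-sum test over single cells, was added after the data were seen, with Seurat's limits of 0.1 on the share of cells and 0.25 on the natural-log fold change and the paper's p threshold of 5e-05.

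Each cell was thinned to 3000 UMIs where shares of cells with a *Sstr2* UMI were compared. The genes named followed a rule set in advance: those of the paper's tables and text, markers of sex, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall in CPM among genes with at least 50 UMIs and every sample of one group above or below every sample of the other. By that rule, H3f3b, Malat1 and Tmsb10 rose and *Rpl29*, *Eef1a1* and mt-Co3 fell most in P0 neurogenic progenitors, none past the threshold. In explant neurogenic progenitors *Xist*, mt-Co3 and mt-Nd4 rose and H3f3b, *Hist1h1b* and *Hes5* fell most, of which *Xist* and *Hist1h1b* passed. In explant photoreceptors *Xist*, mt-Co3 and mt-Atp6 rose and *Glo1*, *Ubb* and *Tma7* fell most, of which *Xist* passed. Some other genes past the threshold are named and were chosen after their values were seen. Genes were placed on GRCm38 with GENCODE M21, and similar transcripts were found with blastn 2.17.0.

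The edgeR and DESeq2 steps were tested on simulated data with 200 genes changed 4-fold. edgeR recovered 82.5% of them among 8984 genes for P0 neurogenic progenitors, with 23 false calls, and 86.5% among 6072 genes for explant neurogenic progenitors, with 6 false calls. DESeq2 recovered 53.0% and 64.0% of them, with 0 false calls in both. For explant photoreceptors, over 7440 genes, edgeR recovered 95.0% with 9 false calls and DESeq2 81.0% with 1. Of the unchanged simulated genes, 4.97%, 4.68% and 5.11% had an unadjusted p under 0.05 by edgeR in these 3 comparisons, and 0.512%, 0.290% and 0.249% by DESeq2, so counts at an unadjusted p are not comparable between these tools.

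Doublets were scored with Scrublet in scanpy 1.11.5, which marked 155 explant cells, 10 P0 cells and 29 P14 cells (0.879%). At P0 this was taken as a failed call. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9. The explants held 1281682 to 4237324 UMIs each, the P0 retinas 8822880 to 10793649 and the P14 retinas 1266730 to 5886669. The integration of the explant and P0 cells, the Monocle trajectory, the qPCR, the immunostaining and the public data sets of the paper were not analysed here.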

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

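The tests that set inheritance with the targeted allele against *Gm8797*, the fits on *Xist*-positive cells alone, the use of the mean ratio between the sexes and of the ratio needed for *Atoh7*, and the comparison of *Ubb* between retinas of one genotype were chosen only after the results were seen.

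The paper reports cell type proportions at P14 and no gene comparison. Over all cells of the P14 retinas, 3 of 12545 genes differed between knockout and wild type with an adjusted p under 0.05 by edgeR, and 247 had an unadjusted p under 0.05. *Gm8797* fell (log2 fold change -3.66, standard error 0.17, adjusted p = 8.65e-06 from edgeR), with 463 CPM in the wild type, 229 and 251 CPM in the heterozygous and 34.8 and 38.1 CPM in the knockout retinas. *Alox5ap* was higher in 2 of 2 knockouts (log2 fold change 3.33, standard error 0.35, adjusted p = 0.0122 from edgeR), from 3.23 CPM in the wild type to 31.5 and 34.1 CPM in the knockouts, but the heterozygous retinas had 24.0 and 34.7 CPM. *Pttg1* was higher in 2 of 2 knockouts (log2 fold change 3.76, standard error 0.48, adjusted p = 0.0479 from edgeR), from 2.38 CPM to 32.2 and 33.1 CPM, with 35.8 and 15.0 CPM in the heterozygous retinas. The spread among wild types is unmeasured, and for *Alox5ap* and *Pttg1* the single wild-type retina stands apart from the other 4 retinas. Over all P0 cells neither gene moved this way, at log2 fold changes of -0.39 (adjusted p = 0.952 from edgeR) and -1.20 (adjusted p = 0.887 from edgeR). In *Sstr2*-positive cells at P0 *Pttg1* was lower in 2 of 2 knockouts (log2 fold change -2.01, standard error 0.35, adjusted p = 0.0255 from edgeR), at 415 CPM in the wild type, 173 and 67.9 CPM in the heterozygous and 150 and 64.6 CPM in the knockout retinas, so the wild type stands apart there too, in the other direction. In P0 neurogenic progenitors its fall of -1.53 was not called (adjusted p = 0.513 from edgeR), but it was on the SCTransform values and without either heterozygous retina. The difference between ages was not tested. Genotype and a peculiarity of that 1 retina are confounded for both genes, and no explanation of either kind was tested.

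*Gm8797* was lower in the retinas labelled knockout at both ages. Over all P0 cells it had 241 CPM in the wild type, 435 and 226 CPM in the heterozygous and 18.8 and 20.1 CPM in the knockout retinas, and the explants held 118 to 134 CPM. Cell type composition is argued against, since both knockouts lay below all other retinas within 9 of 9 cell types with enough UMIs, by a factor of at least 4.66. Reads shared with *Ubb* and the fall of *Gm8797* cannot be told apart. *Ubb*, 98.2% identical over 384 bases, was 174.0 CPM higher in the knockout than in the wild type at P0. At P14 it was 302 CPM higher, against differences of -222 CPM at P0 and -426 CPM at P14 in *Gm8797*. Retinas of one genotype differed in *Ubb* as well. At P0 the heterozygous retinas lay 151 CPM apart and the knockouts 33.1 CPM apart. At P14 the heterozygous retinas lay 151 CPM apart and the knockouts 429 CPM apart. A variant inherited with the targeted allele may be behind it. Both knockouts lay below all other retinas at both ages (exact permutation within age, p = 0.01, the smallest possible), but the genotypes themselves predict the same, and at P0 a heterozygous retina lay above the wild type, so this stays open. *Gm8797* is annotated on chromosome 3, from 5750806 to 5751295, and *Sstr2* on chromosome 11.

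In neurogenic progenitors of explants, genes that the paper does not report for these cells differed between 500 and 0 nM by edgeR. *Atoh7*, and *Ccnd1* in photoreceptors, are markers that the paper measured by qPCR in explants. *Hist1h1b* fell (log2 fold change -1.30, standard error 0.15, adjusted p = 2.72e-07 from edgeR), with 1095 and 1215 CPM at 0 nM, 497 and 443 CPM at 500 nM, and 501 to 968 CPM between. The 501 CPM belonged to 5 nM replicate 1, where nearly all cells were *Xist*-positive, as at 500 nM. The other explants at 5 and 50 nM held cells of both sexes and lay higher, so the values did not follow the order of the doses. *Cdkn1c* fell (log2 fold change -3.44, standard error 0.52, adjusted p = 1.02e-04 from edgeR), from 69.3 and 65.4 CPM to 5.23 and 6.64 CPM, the latter from 2 and 3 UMIs. In *Xist*-positive cells it had 53.5 and 79.5 CPM at 0 nM, 81.3 CPM in 5 nM replicate 2, and 0 and 10.6 CPM at 50 nM. In *Xist*-negative cells of the same explants it had 96.0 and 47.2, 26.9, and 21.8 and 6.95 CPM. Both 50 nM explants, with cells of both sexes as at 0 nM, thus lay lower than 0 nM in either set of cells. *Atoh7* rose (log2 fold change 0.44, standard error 0.091, adjusted p = 0.0259 from edgeR), from 1250 and 1156 CPM to 1681 and 1616 CPM, but 5 nM explants had 1840 and 1778 CPM. DESeq2 called none of these genes, with an adjusted p of 0.289 for *Hist1h1b* and *Cdkn1c*. Over the alternatives the adjusted p lay between 3.86e-20 and 0.289 for *Hist1h1b*, between 1.57e-07 and 0.289 for *Cdkn1c* and between 0.0151 and 1.00 for *Atoh7*.

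Sex differs between these doses, since nearly all cells at 500 nM were *Xist*-positive, and it was tested as a cause. In the 5 explants with cells of both sexes, *Hist1h1b* was higher in *Xist*-positive cells in 4, at log2 ratios of 1.26, 1.69, 1.68 and 1.70, and lower in 1, at -0.47, where a fall by sex needs lower values. Among *Xist*-positive cells alone the fall was -1.41 (adjusted p = 8.40e-04 from edgeR). For *Cdkn1c* these ratios went both ways, at -0.83, 0.74, 1.56 and 0.55 in 4 explants, with 0 CPM in *Xist*-positive cells of the other explant, and among *Xist*-positive cells alone the fall was -3.32 (adjusted p = 0.0426 from edgeR). *Atoh7* had ratios of 0.06, 0.19, -0.35, 0.44 and -0.08, mixed in sign with a mean of 0.052 (SD 0.30, n = 5). As 63.1% and 55.4% of these cells were *Xist*-positive at 0 nM and 100% at 500 nM, sex alone would need a ratio of 1.48 to give the change of 0.44, or 1.27 from the lower of the 2 shares, and all 5 ratios lay below that. Among *Xist*-positive cells alone *Atoh7* changed by 0.39 (standard error 0.11) and was no longer called (adjusted p = 0.552 from edgeR), so that fit does not decide. Sex as the whole cause is thus argued against for *Hist1h1b* and *Cdkn1c* by the fits on *Xist*-positive cells, and for *Atoh7* by the ratios alone, where a part played by sex stays open. In these explants 8.79% to 15.0% of *Xist*-positive cells held Y-linked UMIs, against 1.18% and 1.49% at 500 nM. This blurs the ratios, and the fits on *Xist*-positive cells are not wholly free of sex either. Cells of the 2 sexes come from different embryos, so these ratios also hold differences between embryos. A response to the agonist stays open as a hypothesis for *Hist1h1b* and *Cdkn1c*, with 2 explants per dose and no test of differences between litters or dissections. For *Hist1h1b* the explants of nearly all *Xist*-positive cells, 5 nM replicate 1 among them, were the lowest. Dose and the make-up of the samples therefore cannot be told apart for this gene.

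In explant photoreceptors, *Ccnd1* rose between 0 and 500 nM (log2 fold change 1.12, standard error 0.22, adjusted p = 0.00322 from edgeR). It had 88.0 and 96.1 CPM at 0 nM and 114 and 296 CPM at 500 nM, so 1 explant decides the value: without it the log2 fold change was 0.34, and without doublets called by Scrublet it was 0.63 (adjusted p = 0.744 from edgeR, with 5.55e-07 to 1.00 over the alternatives). Doublets with progenitors may add to this rise, though they were not tested beyond that value. *Gngt2* rose (log2 fold change 0.64, adjusted p = 0.0204 from edgeR), to 2302 and 2019 CPM from 1306 and 1520 CPM, but a 5 nM explant had 2331 CPM and a 50 nM explant 702 CPM. *Hist1h2bc* fell (log2 fold change -1.10, adjusted p = 0.0347 from edgeR) on 14 to 82 UMIs per explant, and 8 of 15 alternatives changed its call or moved it. DESeq2 and limma on the SCTransform values called none of these 3 genes. No explanation was tested for *Gngt2* and *Hist1h2bc*.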

How the results depend on the processing

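The alternatives were set before the data were examined, except the 5% of P0 cells with the highest Scrublet score, the windows on other chromosomes, the fits and shares on *Xist*-positive cells alone and the Wilcoxon test over single cells, which were chosen after the data were seen. Unless stated otherwise, the cause of a change was not tested.

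The rod share at P14 kept its direction under all 7 alternatives, from 10.0 to 18.8 points and 0.75 on the logit scale. As 5 retinas allow no p under 0.1, this says nothing about a threshold. The score of *Sstr2*-positive cells kept its direction under all 18 alternatives, from -0.25 in cells with at least 2 *Sstr2* UMIs to -0.026 over all neurogenic progenitors, and from -0.20 without knockout replicate 1 to -0.039 without knockout replicate 2 among those that left out a sample, with -1.40 on the separate scale of the first principal component. *Crx* (-0.28 to -0.21) and *Otx2* (-0.36 to -0.20) kept theirs under all 15, and their adjusted p passed 0.05 under none of those that gave a test. The share of P0 neurogenic progenitors with a *Sstr2* UMI stayed higher in knockouts after thinning, by 17.9 points.

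Leaving out each explant in turn, rho with dose lay between -0.83 and -0.53 for photoreceptors and between 0.61 and 0.90 for primary progenitors. Photoreceptors passed 0.05 without 5 nM replicate 2 (exact permutation p = 0.0317) or 500 nM replicate 1 (exact permutation p = 0.0381), and progenitors without either of these or 50 nM replicate 1. For neurogenic progenitors the sign was not stable: rho was 0.098 without doublets and lay between -0.48 and 0.24 with 1 explant left out. At P0 the photoreceptor difference changed sign without the 5% of cells with the highest Scrublet score (0.025 points) and lay between -2.86 and 1.23 points with 1 retina left out, above 0 without knockout replicate 1 (1.23) or heterozygous replicate 1 (0.60). The progenitor difference lay between -2.05 without knockout replicate 1 and -0.39 without knockout replicate 2.

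The genes near *Sstr2* passed the 95th percentile of random lists with windows of 5 to 20 Mb at both ages. At P0 they fell to 89.31 among genes with at least 200 UMIs, 45.05 with heterozygous retinas in place of knockouts and 91.8 among windows on other chromosomes. At P14 these were 58.67, 87.01 and 86.0.

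*Sstr2* in P0 neurogenic progenitors stayed higher in knockouts under all 13 alternatives (0.87 to 1.72). It was no longer called against wild type and heterozygous retinas together (0.87) or over all cells (1.55). DESeq2 called the same 3 genes in P0 neurogenic progenitors as edgeR. The count of P0 neurogenic genes, 3 in the comparison as set, was 15 on the SCTransform values, 5 without the cells of highest Scrublet score, 6 with no filter on low counts, 6 without either heterozygous retina, 1 against wild type and heterozygous together, 0 over all cells (698 at an unadjusted p under 0.05) and 11 by the Wilcoxon test over single cells. The explant neurogenic count of 6 became 0 with DESeq2 (17 at an unadjusted p under 0.05, or 0.280% of genes, where unchanged simulated genes gave 0.290%), 3 in *Xist*-positive cells alone and 2 by the Wilcoxon test. The explant photoreceptor count of 7 became 0 with DESeq2 (34 at an unadjusted p under 0.05, or 0.457%, where unchanged simulated genes gave 0.249%), 1 on the SCTransform values, 12 with no filter, and 2 without *Xist*, *Tsix* and Y-linked genes, where 4 of the 7 were such genes.

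Apart from *Sstr2*, *Crx* and *Otx2*, 21 named genes in 24 pairs of gene and comparison had 337 values under the alternatives. Of these, 282 kept their direction and side of the threshold or, where no test was possible, moved by less than the spread between replicates, and 55 did not: 31 weaker, 4 stronger, 18 moved and 2 reversed in fits that gave a test. The latter were *Cwc22* against wild type and heterozygous together (-0.64) and *Rcvrn* on the SCTransform values (0.093). With 1 sample left out, where no test was possible, the sign also changed for *Cwc22* without knockout replicate 2 (-0.042), for *Xist* at P0 without knockout replicate 2 (-4.97) and for *Rcvrn* without 0 nM replicate 1 (0.48) or 500 nM replicate 2 (0.10). That last value is among the 282, of which 13, all of genes not called, differed by over 1.5 times or in sign. Of the 13, 7 came from setting P0 knockouts against wild type and heterozygous retinas together, where *Tsix* went from 9.98 to 0.77, *Xist* from 7.89 to 0.65, *Hddc3* from 3.48 to 0.83 and *Ldha* from 0.94 to 0.34.

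Some alternatives gave no value. The logit leaves rank correlations as they are, the P14 annotation holds no RGCs, every P14 cell had at least 1000 UMIs, and no gene fit is possible without the only wild type. Scrublet marked too few P0 cells to be used, and the minimum of 2000 UMIs left the P0 neurogenic fits as they were. No paired analysis was possible because replicate numbers are not shared animals or batches in the paper or the labels. With 1 wild-type retina at each age, the depth of sequencing does not make up for the unmeasured spread among wild types.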

Differences from the paper's values

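The paper's Suppl. Table 1 lists 11 genes for P0 neurogenic progenitors, and 3 passed here by edgeR on sums per retina. Of the alternatives set before the data were examined, only the SCTransform values, with 15 genes and 7 of the paper's 11, came within 1.5 times the paper's number. The paper's Suppl. Table 2 lists 2 genes for explant neurogenic progenitors, and 6 passed here, with both of the paper's among them. None of the alternatives set before the data were examined closed that gap. The Wilcoxon rank-sum test over single cells, the test the paper names, gave 11 of the paper's 11 genes at P0 and 2 of its 2 in explants, and was chosen after seeing the values.

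The fold changes and shares of cells in these tables were set against values on the SCTransform scale, where none of them differs. The scale was settled after both sets of values were seen. On raw counts scaled to 10000 UMIs per cell, 4 of 11 fold changes and 1 share at P0 and 1 of 2 fold changes in explants lie outside the spread. For *Gm8797* the paper's natural-log fold change is -0.942 against -1.07 on raw counts, for *Mxra7* 0.584 against 0.639, for *Mettl23* 0.260 against 0.310, for *Snhg6* 0.253 against 0.278 and for *Eif2s1* in explants 0.265 against 0.385. The paper's share of wild-type cells with *Xist* is 0.047 against 0.0268.

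The paper names *Xist* as the gene shared by its comparisons in vivo and ex vivo. Here no gene passed in both, since the log2 fold change of *Xist* at P0 was 7.89 with an adjusted p of 0.929 from edgeR, and it was higher in 1 of 2 knockouts. It is called in both by the Wilcoxon test over single cells, chosen after seeing the values.

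Of the 170 genes that the paper lists as increasing with Sstr2 signaling, 97 were lower in low Sstr2-activated cells at P0, but in explants 78 were lower and 92 higher. The paper gives *Hes2* among genes that fall when Sstr2 signaling is disrupted. In *Sstr2*-positive cells at P0, *Hes2* had 45.3 ± 9.81 CPM (SD, n = 2) in knockout and 29.8 ± 11.9 CPM (SD, n = 3) in the other retinas, with overlapping ranges of 38.4 to 52.3 CPM and 21.1 to 43.3 CPM. In explants it had 21.9 ± 12.5 CPM (SD, n = 6) at 0 to 50 nM and 42.4 ± 31.8 CPM (SD, n = 2) at 500 nM.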

Other observations

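Among the tests below, those on the response of *Sstr2* to the agonist, on damaged RGCs and on windows of other chromosomes, and the correlations with single explants left out, were chosen only after the results were seen.

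*Sstr2* mRNA was higher in neurogenic progenitors of the P0 retinas labelled knockout. Depth per cell as the cause is argued against, since after thinning the knockout shares of cells with a *Sstr2* UMI were 31.8% and 43.7%, above the 19.9% of the wild type. A heterozygous retina had 31.8% as well, so only 1 knockout lay above all the others. Strain sequence linked to the targeted allele, which came from C57BL/6N mice outbred to CD1, may move genes near *Sstr2*. The test set beforehand put the genes within 10 Mb at the 99.63 percentile of matched random lists at P0 and 98.94 at P14, past 95. Neighbouring genes are not independent, however, and among windows of the same size on other chromosomes, a test added afterwards, the region lay at 91.8 at P0 and 86.0 at P14. *Mxra7*, called in P0 neurogenic progenitors, and *Mettl23*, a gene of Suppl. Table 1, also lie within 10 Mb of *Sstr2*, as was seen after their values were known. Linked sequence and the deletion itself cannot be told apart, because every knockout retina carries both. The paper's proposal that Sstr2 signaling lowers *Sstr2* mRNA was set against the explants, where *Sstr2* changed by -0.42 on the log2 scale from 0 to 500 nM (standard error 0.26, adjusted p = 0.964 from edgeR), a fall that did not pass the adjustment, which leaves the question open.

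The photoreceptor share was lowest at 500 nM. Sex as the cause is argued against, since in the 5 explants with both sexes the share in *Xist*-positive minus *Xist*-negative cells was 0.172, 1.00, -0.798, -1.72 and 2.59 points, mixed in sign. Variation between explants of one dose may account for the pattern, as 25 of 105 pairings of the explants, a share of 0.238, gave as large a chi-squared statistic over all cell types, which is not a test of photoreceptors alone. An upper limit on genes per cell may also play a part. The deposited explant cells held at most 2499 genes, and the same limit applied to P0 cells would keep 38.1% of them and move photoreceptors from 20.0% to 37.5%. Across explants the median number of genes in progenitors went with the photoreceptor share at rho 0.33 (exact permutation p = 0.428) and r 0.76 (exact permutation p = 0.0505). The latter rests on 1 explant, 500 nM replicate 2, with 1893 genes and 18.1% photoreceptors against 1987 to 2033 genes in the others: without it r was 0.15 (exact permutation p = 0.786) and rho 0, and without both explants at 500 nM, the farthest from the median, r was 0.15 (exact permutation p = 0.792). Without 0 nM replicate 1 r was 0.90 (exact permutation p = 0.00794). This limit and the dose cannot be told apart with 8 explants. A response to the agonist stays open.

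The explant annotation names 200 cells RGCs, while the paper states that its explants lack viable RGCs. All 5 RGC markers were higher in these cells than in other explant cells in 8 of 8 explants, by a factor of at least 18.4 overall. The annotation was itself based on cluster markers, so this partly restates the naming and is no independent test against another cell type. A mixture of RGCs with other cells stays open. *Sncg* had 316 CPM and was found in 40.5% of these cells, against 3188 CPM and 100% of P0 RGCs, at median depths of 3079.5 and 24853 UMIs. *Neurog2* had 247 CPM in these cells and 193 CPM in explant neurogenic progenitors, while P0 RGCs held 0 UMIs. The cells are consistent with damaged RGCs, a hypothesis: a median of 20.6% of their UMIs were mitochondrial against 5.66% in other cells, higher in 8 of 8 explants, while RGCs at P0 had 4.42% against 4.00%, higher in 5 of 5 retinas but by less.

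The sexes were not spread evenly over the retinas. At P0, *Xist* was found in 99.4% of cells of heterozygous replicate 1 and of knockout replicate 2, and in 1.91% to 2.90% of cells of the other retinas. At P14, *Xist* was found in 72.7% and a Y-linked gene in 10.5% of the 304 cells of heterozygous replicate 2, and 6.25% held both, while *Xist* was found in 1.80% to 4.29% of cells of the other retinas. In that sample Y-linked UMIs were found in 8.60% of *Xist*-positive and 15.7% of *Xist*-negative cells, against 48.0% to 58.1% of *Xist*-negative cells of the other P14 retinas. With no P14 retina of *Xist*-positive cells alone to give the background, whether it held male cells stays open. Whether the 5 explant samples with cells of both sexes pooled several retinas or hold cells assigned to the wrong sample was not tested. No biological explanation was tested.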
